# Insights into the Role of Transcriptional Gene Silencing in Response to Herbicide-Treatments in *Arabidopsis thaliana*

**DOI:** 10.3390/ijms22073314

**Published:** 2021-03-24

**Authors:** Catarine Markus, Ales Pecinka, Aldo Merotto

**Keywords:** epigenetics, herbicide resistance, chromatin mutants, ROS1, imazethapyr, glyphosate, 2,4-D

## Abstract

Herbicide resistance is broadly recognized as the adaptive evolution of weed populations to the intense selection pressure imposed by the herbicide applications. Here, we tested whether transcriptional gene silencing (TGS) and RNA-directed DNA Methylation (RdDM) pathways modulate resistance to commonly applied herbicides. Using *Arabidopsis thaliana* wild-type plants exposed to sublethal doses of glyphosate, imazethapyr, and 2,4-D, we found a partial loss of TGS and increased susceptibility to herbicides in six out of 11 tested TGS/RdDM mutants. Mutation in *REPRESSOR OF SILENCING 1* (*ROS1*), that plays an important role in DNA demethylation, leading to strongly increased susceptibility to all applied herbicides, and imazethapyr in particular. Transcriptomic analysis of the imazethapyr-treated wild type and *ros1* plants revealed a relation of the herbicide upregulated genes to chemical stimulus, secondary metabolism, stress condition, flavonoid biosynthesis, and epigenetic processes. Hypersensitivity to imazethapyr of the flavonoid biosynthesis component *TRANSPARENT TESTA 4* (*TT4*) mutant plants strongly suggests that ROS1-dependent accumulation of flavonoids is an important mechanism for herbicide stress response in *A. thaliana*. In summary, our study shows that herbicide treatment affects transcriptional gene silencing pathways and that misregulation of these pathways makes Arabidopsis plants more sensitive to herbicide treatment.

## 1. Introduction

Weeds are among the main factors reducing crop production worldwide [1]. Herbicide application currently represents the most cost-effective method of weed control; however, the application of herbicides to the large natural weed populations may result in the selection of resistant individuals and subsequently whole populations [2]. Herbicide resistance is an important challenge in modern agriculture since new cases are being described every year [3]. In some regions, this problem has reached widespread levels and is a remarkable example of rapid, human-influenced adaptation with a large impact on crop production costs and decreasing food production [4,5,6]. Herbicide resistance in weeds is defined as the “survival of a segment of the population of a plant species following an herbicide dose lethal to the normal population” [7]. It is important to note that in Weed Science, the resistance is contrasted with tolerance, which is characterized by “survival of the normal population of a plant species following an herbicide dosage lethal to other species” [7].

The two major mechanisms of resistance to herbicides are target-site resistance (TSR) and non-target-site resistance (NTSR) [8]. TSR is caused primarily by DNA mutations that result in amino acid changes and subsequently structural changes to herbicide-binding sites, or increased expression of target proteins [9,10,11]. The less well-understood NTSR include genes affecting physiological and/or developmental traits such as decreased herbicide absorption, translocation and/or enhanced detoxification [12,13,14,15]. Enhanced detoxification is the most studied for NTSR and is caused by enzymatic systems detoxifying xenobiotics in plants, mediated mainly by cytochrome P450 monooxygenases (P450s), glutathione transferases (GSTs) and/or herbicide exclusion attributable to ATP-dependent (ATP-binding cassette (ABC)) transporters [13]. The NTSR tends to be more complex due to its quantitative nature that is controlled by the accumulation of the minor effect resistance alleles. The mechanisms of NTSRs are not fully understood, and their components are often part of plant stress responses, which evolve over time [16].

It is hypothesized that also epigenetic changes may be responsible for the rapid occurrence of herbicide resistance [17,18,19]. Epigenetic regulation has been linked with many developmental processes, stress responses, and genome functions [20,21]. It consists of chemical modifications of DNA and/or histone proteins in chromatin, which result in different expression patterns of otherwise identical DNA sequences [22]. Two major epigenetic repressive pathways have been described in plants. The Polycomb Repressive Complexes (PRC) install histone H3 lysine 27 tri-methylation via PRC2 and histone H2B lysine 118/119 ubiquitination via PRC1 [23]. The PRC-based silencing regulates developmentally controlled genes. The second module is specialized in constitutive repression of transposable elements and other repetitive DNAs by installing a high density of DNA methylation in all sequence contexts [24]. The silencing machinery is navigated to its target sites by small RNAs with perfect sequence homology and therefore it is known as RNA-directed DNA methylation (RdDM). Once the silencing is established, it is fixed by a series of chromatin biochemical and structural modifications leading to stable transcriptional gene silencing (TGS) [25].

A study with atrazine in rice (*Oryza sativa*) indicated that epigenetic alterations were associated with the activation of specific genes responsible for atrazine detoxification [26]. In bread wheat (*Triticum aestivum*), applications of increasing glyphosate concentrations raised the levels of global DNA methylation from 28% to 74% [27]. Additionally, sublethal glyphosate doses induced dose-dependent differentially methylated regions across the Arabidopsis genome [18]. Even though some studies address the epigenetic relationship with herbicide resistance [18,26,27,28,29], the understanding of how it occurs is only at its beginning. We hypothesized that epigenetic regulation via DNA methylation may modulate herbicide stress response by influencing the expression of specific genes as implicated in weed adaptation to other stresses. To this end, we analyzed the effects of three commonly used herbicides glyphosate, imazethapyr and 2,4-D, with different mechanisms of action, to verify their impact on RdDM and TGS regulation. Glyphosate is an inhibitor of 5-ENOLPYRUVYLSHIKIMATE-3-PHOSPHATE SYNTHASE (EPSPS; AT1G48860); imazethapyr belongs to inhibitors of ACETOLACTATE SYNTHASE (ALS; AT3G48560), and finally, 2,4-D (2,4-dichlorophenoxyacetic acid) is a synthetic auxin, which mimics naturally the plant hormone indole-3-acetic acid (IAA), the principal natural auxin in higher plants [30]. The present study is based on *Arabidopsis thaliana*, which has a wide range of well-characterized mutants and epigenetic regulators [31]. This study aimed to identify whether epigenetic mechanisms, such as TGS/RdDM, can be involved in the response of *A. thaliana* to herbicide stress, and whether these changes may prove to afford critical insight into the known mechanisms of herbicide resistance. Here we show that DNA demethylation or hypermethylation negatively influence the response of *A. thaliana* plants to the herbicides glyphosate, 2,4-D, and especially to imazethapyr. This sheds new light on a potential additional adaptive mechanism for herbicide resistance.

## 2. Results

### 2.1. Sublethal Doses of Glyphosate, Imazethapyr and 2,4-D Weaken TGS

Initially, we established experimental conditions for sublethal treatments of Arabidopsis wild-type plants with various herbicides. Data of plant injury and dry weight were fitted to the sigmoidal logistic regression model with three parameters, and allowed identifying the appropriate sublethal doses for each herbicide treatment for Col-0 wild-type plants (Table S1, Figures S1 and S2). The sublethal dose was selected based on the biomass reduction between 65–85% but allowing for plant survival and reproduction (Figures S1 and S2). Based on that, the selected doses for glyphosate, imazethapyr, and 2,4-D were 72, 10.6, and 40.3 g ha^−1^, corresponding to approximately 10%, 10%, and 5% field rate of each herbicide, respectively.

To investigate whether the herbicide treatments influence transcriptional gene silencing, we used multicopy *35S Cauliflower Mosaic Virus Promoter* driven *β-Glucuronidase* (*Pro35S::GUS*) reporter gene in L5/6b5 line [32,33,34]. The 21 days old L5 plants were exposed to sublethal doses of glyphosate, imazethapyr and 2,4-D and screened for activation of the reporter gene (Figure 1a). According to the histochemical staining, the applied doses of herbicides induced GUS activation and accumulation in the cotyledons and to a smaller extent also in the true leaves (Figure 1a). The amount of signal in true leaves was variable for different herbicides. These results were confirmed by RT-qPCR, which revealed 12.2, 6.7, and 8.7-fold higher amount of *GUS* transcript in glyphosate, imazethapyr, and 2,4-D treated plants relative to mock-treated control, respectively (*t*-test, *p* ≤ 0.05) (Figure 1b). However, the herbicide-induced *GUS* activation was weak after herbicide treatment when compared to the strong effect of epigenetic mutant for *DECREASED IN DNA METHYLATION 1* chromatin remodeling factor (L5 *ddm1*) plants, which revealed >2000-fold increase *GUS* activation (Figure 1b). Hence, the differences between individual herbicide treatments are negligible. These results indicated that the herbicide treatments at least partially interfere with TGS.

### 2.2. The Response of Chromatin Mutants to the Herbicide Treatments

To test whether the TGS contributes to gene regulation under herbicide stress, we selected mutants in 1 TGS/RdDM representative genes, exposed them to the above-defined sublethal doses of herbicides and analyzed their growth (Figure 2). Measurements of shoot dry weight and leaf length 10 days after treatment (DAT) showed that some mutants responded differently compared to wild type (*p* ≤ 0.05) (Figure 2 and Figure S3). The mutant plants in *RNA-DEPENDENT RNA POLYMERASE* (*rdr6*), *FASCIATA 1* (*fas1*)*, HISTONE DEACETYLASE 6* as known as *RNA-MEDIATED TRANSCRIPTIONAL SILENCING* (*rts1*), *INCREASE IN BONSAI METHYLATION 1* (*ibm1*), and *ddm1* differed from the wild-type plants for at least one of the tested herbicides in two independent experiments, each with three biological replicates (Figure 2 and Figure S3). The *rdr6* plants had increased susceptibility to imazethapyr, *ddm1* showed reduced shoot dry weight in response to glyphosate treatment, *fas1* plants were more susceptible to glyphosate and 2,4-D, and *ibm1* had increased susceptibility to glyphosate and imazethapyr in both studies and for 2,4-D in the first study (Figure 2). Surprisingly, hypomorphic mutant plants of *REPRESSOR OF SILENCING 1* (*ROS1*) showed high susceptibility to all herbicides, represented by ≈35%, 55%, and 62% reduction in shoot dry weight (Figure 2).

To validate the results for *ros1*, the experiment was repeated independently three more times with glyphosate and imazethapyr (Figure 3). The experiments present similar results, with the following exception for glyphosate in study 4, were *ros1* presented intermediary susceptibility to glyphosate (studies 4 and 5 not shown). This suggests that ROS1 is necessary for the normal plant tolerance to these herbicides. ROS1 is a plant-specific DNA glycosylase, which removes 5-methylcytosine (5mC) by a noncanonical base excision repair mechanism and thus counteracts the silencing activity of TGS/RdDM at specific loci [35,36]. To test whether ROS1 controlled methylation plays a role in herbicide resistance, we analyzed global genomic DNA methylation levels using HPLC (Figure 4). Control-treated wild-type plants contained 5.8% (±0.10) and *ros1* plants 6.3% (±0.20) of methylated cytosines (F test, *p* ≤ 0.05), confirming that loss of *ROS1* function leads to DNA hypermethylation [37]. In contrast, *ddm1* and lambda phage DNA, representing low methylation controls, had only 3.18 (±0.02%) and 0.21 (±0.03%) of 5mCs, respectively. After imazethapyr treatment, DNA methylation was 5.65% (±0.01) in wild type and significantly different to 6.22% (±0.24) in *ros1* plants (Figure 4). Although the differences may seem small, we should consider that they represent % from the whole genome (ca. 157 mio bps) and thus mean tens to hundreds of thousands of cytosines being affected. In more details, about 18% of the Arabidopsis genome are Cs [38]. Hence, 5.84% mCs corresponds to 1,650,384 mCs. After imazethapyr treatment *ros1* presented 161,082 mCs more than in WT/IM. This indicated ROS1 as an interesting candidate for further analysis. The mutant *ddm1* showed to affect more intensely the mCs, presenting 751,716 mCs less than in WT. It is important to mention that the responses in this study are congruent with line L5 study, where the herbicide showed less *GUS* activation compared to *ddm1* (Figure 1).

### 2.3. Massive Transcriptional Changes Upon Imazethapyr Treatment

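Imazethapyr blocks acetolactate synthase, the first common enzyme of branched-chain amino acid biosynthesis, and *ROS1* encodes a DNA glycosylase that removes methylated cytosine. Transcripts were compared in 4 groups, named WT control, WT IM, *ros1* control and *ros1* IM, where IM stands for 10.6 g ha-1 imazethapyr with 0.5% v/v of the adjuvant Dash. Whether the control groups received Dash is not stated, so an effect of the adjuvant cannot be told apart from that of imazethapyr. Each group consisted of 2 libraries, each made from the entire rosettes of 2 plants collected 48 h after treatment. The submitters' processing notes name FastQC 0.10.1, Bowtie2, TopHat2 and Cufflinks, with TAIR10 as the reference genome. The authors' deposited tables give each gene a value in FPKM (fragments per kilobase of transcript, scaled by the mapped fragments of the library) for each group, pooled over its 2 libraries. They also give a p-value and a q-value from Cuffdiff for each comparison of 2 groups. They hold no value per library, so no standard deviation can be given, and only the authors' test statistics, and what is computed from them, rest on the biological duplicates. The fold changes below were computed from the pooled FPKM, and a gene is called upregulated or downregulated where the authors' q-value is under 0.05, with no threshold on the fold change. All 34133 genes have an FPKM in the 2 control groups, while 32920 have one in WT IM and 17284 in *ros1* IM, since some tables list called genes alone. Reads of near-identical gene copies or of overlapping genes may be split between them, as the library kit named in the paper does not mark the strand. *ROS1* itself was lower in the *ros1* groups than in the wild-type groups under both treatments, which is the direction that the labels give. The reduction was 1.32-fold without herbicide and 4.09-fold with imazethapyr, so the untreated groups differ little in this gene.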

To determine candidate genes involved in the increased susceptibility of *ros1* plants to imazethapyr, we monitored transcript levels of genes expressed at 48 h after control and imazethapyr treatments in wild type and *ros1* plants by RNA-sequencing. Each sample was sequenced as a biological duplicate and a total of 163,214,163 short reads were mapped to the TAIR10 reference genome (Table S2). Approximately 97% of wild type total reads aligned to the reference genome, while it was about 88% for *ros1* (Table S2). The initial analysis and visualization of the gene expression data produced by Cuffdiff were performed by using CummeRbund (Figure S4).

Results from the volcano plot demonstrated that a large number of genes were significantly (*p*-values < 0.05) differentially expressed between the pairs of conditions (Figure S4b). There were 2464 significantly upregulated and 1172 significantly downregulated differentially expressed genes (DEGs) in response to imazethapyr in wild-type plants (adjusted *p*-value < 0.05 in Cuffdiff; Figure 5a). 

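In wild-type rosettes, genes of senescence and starvation rose after 48 h of imazethapyr. The largest falls of single genes included *GERMIN 3* (*GER3*, AT5G20630), from an FPKM of 3294 to 10.6, and the cell wall expansin *EXPA16* (AT3G55500), from 108 to 2.26. The largest rises of single genes included the lipid transfer protein *LTP3* (AT5G59320), from 4.07 to 678, and the plastid sugar phosphate translocator *GPT2* (AT1G61800), from 2.52 to 348. Of 14 genes of senescence and starvation, 10 rose and 2 fell (10 rose when adjusted over the list alone), which is more rises than among all tested genes (two-sided Fisher's exact test, adjusted p = 0.00808). The senescence-associated *SAG13* (AT2G29350) rose from 2.25 to 190.4, the glucosidase *DIN2* (AT3G60140) was 304-fold higher, and the transcription factor *NAP* (AT1G69490) was 57.3-fold higher. Of 19 genes of abscisic acid and drought, 14 rose and 2 fell (of 14 tested, 9 rose; Fisher's adjusted p = 0.0318, and 0.0512 against a background of genes with an FPKM of at least 1), among them *RD29B* (AT5G52300), which was 57.2-fold higher, and the phosphatase *HAI1* (AT5G59220), 20.8-fold higher. Of 22 genes of salicylic acid and defence, 12 rose and 4 fell (Fisher's adjusted p = 0.0567), including *PR1* (AT2G14610), *FMO1* (AT1G19250) and *PAD3* (AT3G26830), the last from 1.85 to 201. The target of the herbicide, *ALS* (AT3G48560), fell by 0.60 on the log2 scale, and 10 of 17 genes of branched-chain amino acid biosynthesis fell while 2 rose (Fisher's adjusted p = 0.0459, 0.0512 against that background, and 0.0504 when adjusted without the lists that the study drew from these libraries). *EPSPS* (AT1G48860), the target of glyphosate, fell by 0.62 on the same scale. In all, 5936 genes were upregulated and 6261 downregulated by the authors' q-value, of which 933 and 1191 changed by a log2 of at least 2. The list tests used the 17979 genes tested in a table of all genes that breaks off on chromosome 5, and the adjustment covers 72 tests.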

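In *ros1* rosettes, more genes of defence, jasmonic acid and phenylpropanoid synthesis rose with imazethapyr than fell. The MATE efflux carrier AT2G04050 rose from an FPKM of 1.33 to 459, the nitrilase *NIT2* (AT3G44300) from 2.28 to 459, and the alternative oxidase *AOX1D* (AT1G32350) from 2.02 to 219.8. The vacuolar water channel *DELTA-TIP* (AT3G16240) fell from 397 to 2.69 and the aldolase *FBA5* (AT4G26530) from 251 to 1.96. Of 22 genes of salicylic acid and defence, 17 rose and 3 fell, with the camalexin enzymes *PAD3* at 56.2-fold and *CYP71A13* (AT2G30770) at 36.5-fold. Of 22 genes of jasmonic acid, 11 rose and 3 fell, led by the repressor genes *JAZ8* (AT1G30135), 24.7-fold higher, and *JAZ1* (AT1G19180), 15.3-fold higher. Of 17 general phenylpropanoid and lignin enzymes, 13 rose and 3 fell, with *CAD5* (AT4G34230) at 8.56-fold, while in the wild type 5 rose and 5 fell. Of 14 genes of senescence and starvation, 12 rose and 1 fell, and the transcription factor *ORE1* (AT5G39610) was 40.6-fold higher. By the authors' q-value, 6837 genes were upregulated and 6546 downregulated, of which 1440 and 2467 changed by a log2 of at least 2. The response was compared between the genotypes for the 9442 genes called in both with a fold change in each, and for 3237 of them the 2 log2 fold changes differed at an adjusted p under 0.05. That test was added after the data were seen, and it takes each gene's standard error from the deposited test statistic. Of 9 phenylpropanoid and lignin enzymes called in both, it found 3 with a higher and 2 with a lower response in *ros1*. Of 15 defence genes called in both, 3 had a higher and 4 a lower response, and of 8 genes of jasmonic acid 5 and 1. For *ros1* IM against *ros1* control the deposited tables list called genes alone, so no enrichment test was run. The median log2 fold change of the 14299 genes with an FPKM of at least 1 in both groups was 0.157. Genes without a call in any comparison with *ros1* IM have no value there, so this median is no baseline over all genes. The values given here are not corrected for it.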

In *ros1* plants, 4471 DEGs were downregulated and 3323 DEGs upregulated in response to imazethapyr (adjusted *p*-value < 0.05 in Cuffdiff; Figure 5a). Other possible comparisons showing up and downregulated genes are presented in Figure 5a. 

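Before any herbicide, *ros1* rosettes already differed from the wild type in hormone and defence transcripts. Of 22 genes of salicylic acid and defence, 16 were higher and 2 lower in *ros1* control than in WT control (16 higher when adjusted over the list alone; two-sided Fisher's exact test, adjusted p = 5.0e-07). *PR1* had an FPKM of 8.41 in WT control and 2364 in *ros1* control, the glucanase *PR2* (AT3G57260) 11.8 and 722, and *PR5* (AT1G75040) 62.8 and 741. Of 19 genes of abscisic acid and drought, 13 were lower and 1 higher (13 lower when adjusted over the list alone, Fisher's adjusted p = 0.00023), with *RD29A* (AT5G52310) at 118 in WT control and 0.865 in *ros1* control. Of 22 genes of jasmonic acid, 11 were lower and 2 higher (11 lower when adjusted over the list alone, Fisher's adjusted p = 0.016), with the vegetative storage protein *VSP2* (AT5G24770) at 34.0 and 0.998. Of 17 general phenylpropanoid and lignin enzymes, 11 were lower and 1 higher (Fisher's adjusted p = 0.00169), including *PAL2* (AT3G53260), with a log2 difference of −1.38. In this comparison 3498 genes were higher and 4343 lower by the authors' q-value, of which 466 and 676 differed by a log2 of at least 2. Between *ros1* IM and WT IM, 5931 were higher and 6258 lower (902 and 1874 by a log2 of at least 2), and the defence list stood at 20 higher and 1 lower, with *EDS5* (AT4G39030) 10.7-fold higher. Between *ros1* IM and WT control, 7355 were higher and 7339 lower (1818 and 3294), and between WT IM and *ros1* control, 5846 were higher and 6178 lower (1256 and 1045). Both treatments also share 146 genes that differ at least 8-fold between the genotypes in one direction, 100 lower and 46 higher in *ros1*, with *RD29A* and *VSP2* among the lower and *PR5* among the higher ones.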

Out of the 2464 DEGs upregulated by imazethapyr treatment in wild type, 200 genes were controlled (presumably repressed) by *ROS1* as indicated by their downregulation in control *ros1* plants (Figure 5b). 

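Genes raised by imazethapyr in WT IM and lower in *ros1* control than in WT control numbered 845 by the authors' q-values. They include the flavonoid genes *TT4* (AT5G13930), *TT5* (AT3G55120) and *CHIL* (AT5G05270), the dehydrin *RAB18* (AT5G66400), which rose 13.1-fold in the wild type, and the stress marker *UPOX* (AT2G21640), which rose 9.07-fold and was 3.43-fold lower in *ros1* control. The branched-chain keto acid dehydrogenase subunit AT1G21400 rose 6.18-fold in the wild type and was 3.20-fold lower in *ros1* control. In *ros1* the response of these 845 genes to imazethapyr was a rise for 537, a fall for 70 and not called for 238. In treated plants, 597 of them were lower in *ros1* IM than in WT IM and 106 were higher. Of the 17459 genes tested in both comparisons, 777 are shared where independent comparisons would share 1183, and 1723 are higher in both where these would share 903. The WT control libraries common to both comparisons lower the first number and raise the second, so neither expectation is a chance level. With a log2 change of at least 1 the count was 200, with at least 2 it was 31, and with a q-value under 0.01 it was 549.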

Out of 3323 DEGs upregulated by the combination of imazethapyr with *ros1* mutation, 26.9% (*n* = 1527) were in common with imazethapyr-induced genes in the wild type. Therefore, 89 genes appear to be of high interest based on their induction by imazethapyr in the wild type and downregulation in *ros1* mutant plants (Figure 5b).

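Most genes that imazethapyr raised in the wild type also rose in *ros1*. Of 5936 genes upregulated in WT IM, 4273 were upregulated in *ros1* IM, or 72.0%, and they make up 62.5% of the 6837 genes upregulated in *ros1* IM. Shared rises included *GSTU3* (AT2G29470), 159-fold in the wild type and 161-fold in *ros1*, the anthocyanin regulator *MYB90* (AT1G66390), 86.4-fold and 109-fold, and the abscisic acid synthesis gene *NCED3* (AT3G14440), 8.27-fold and 13.8-fold. The chaperone *HSP70-4* (AT3G12580) rose 19.2-fold and 35.9-fold. Another 318 genes rose in the wild type and fell in *ros1*, among them the cold-regulated *COR15A* (AT2G42540), with an FPKM of 533 and 1510.4 in the wild type and 53.4 and 8.74 in *ros1*, at least 8-fold lower in *ros1* under both treatments. Across the 13730 genes with an FPKM of at least 1 in all 4 groups, the log2 responses of both genotypes had a Pearson's r of 0.761 across genes, which are not independent replicates. Genes without a call in any comparison with *ros1* IM have no value there and are left out, so r does not describe all expressed genes. No chance level was computed here, since the *ros1* table lists called genes alone. With a log2 change of at least 1 the shared count was 1551, and with at least 2 it was 548.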

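Genes raised by imazethapyr in the wild type, lower in *ros1* control and not raised by imazethapyr in *ros1* numbered 308 by the authors' q-values. Of the candidates of Table 1, 9 are among them, namely *TT7* (AT5G07990), *GSTF12* (AT5G17220), *UF3GT* (AT5G54060), *GOLS2* (AT1G56600), *CYP722A1* (AT1G19630), the esterase AT4G10050, AT2G04070, AT1G31820 and AT1G54020. *GOLS2*, a galactinol synthase of raffinose synthesis, rose 12.3-fold in WT IM, was 2.49-fold lower in *ros1* control and fell by 0.75 on the log2 scale in *ros1* IM. *UF3GT*, a glycosyltransferase of anthocyanins, rose 8.79-fold in WT IM and was 14.5-fold lower in *ros1* control. *CYP722A1*, a cytochrome P450, rose 3.78-fold in WT IM and was 14.5-fold lower in *ros1* IM than in WT IM. The count was 89 with a log2 change of at least 1 and 20 with at least 2. *TT7* and *UF3GT* also belong to the 100 genes that are at least 8-fold lower in *ros1* under both treatments. From the pattern of induction in the wild type and low transcript in the mutant, the paper proposes that its own set of 89 genes is of high interest.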

### 2.4. Gene Ontology (GO) Analysis Identifies Enrichment of Secondary Metabolism and Flavonoid Biosynthesis Genes

To associate misregulated genes with specific biological processes, we performed GO enrichment analysis (Figure S5). Singular enrichment analysis (SEA) revealed an overrepresentation of genes from 32 biological processes in response to imazethapyr treatment in wild-type plants (Figure S6). The majority of overrepresented genes were linked to “response to stimulus” (including chemical stimulus), “stress” and “secondary metabolism” (Figure S6). The significant enrichment of included subcategories was more informative, for instance, “secondary metabolism”, where imazethapyr showed to affect genes potentially related to herbicide metabolism and detoxification, e.g., *GLUTATHIONE S-TRANSFERASE (CLASS PHI) 5* (*GSTF5*, AT1G02940), *GLUTATHIONE S-TRANSFERASE TAU 25* (*GSTU25*, AT1G17180) and *GLUTATHIONE S-TRANSFERASE PHI 12* (*GSTF12*, AT5G17220). Additionally, genes involved in the subcategory “flavonoid biosynthesis” were identified, such as *CHALCONE-FLAVANONE ISOMERASE FAMILY PROTEIN* (*CHIL*, AT5G05270), *FLAVANONE 3-HYDROXYLASE* (*F3H*; AT3G29590), *TRANSPARENT TESTA 4* (*TT4*, AT5G13930)*, TRANSPARENT TESTA 5* (*TT5*, AT3G55120), and *TRANSPARENT TESTA 7* (*TT7*, AT5G07990).

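Imazethapyr raised a large part of the glutathione S-transferases, the enzymes that conjugate herbicides and other toxic compounds to glutathione. Of 41 members of the tau and phi classes, 21 rose and 9 fell in WT IM (of 34 tested, 20 rose when adjusted over the list alone), and rises were more frequent than among all tested genes (two-sided Fisher's exact test, adjusted p = 0.003). *GSTU4* (AT2G29460) rose from an FPKM of 0.835 to 127, and *GSTU2* and *GSTU12* were listed at 0 in WT control and called upregulated. *GSTF12*, a carrier of anthocyanins to the vacuole, rose from 36.5 to 462. *GSTU25* rose from 0.466 to 4.67 and *GSTF5* from 0.361 to 2.88, both at a low level. By product name, 33 of 58 genes of the whole family rose and 10 fell (Fisher's adjusted p = 4.6e-06). In *ros1*, 19 of the 41 rose and 10 fell, with *GSTU24* (AT1G17170) 315-fold and *GSTU1* (AT2G29490) 130.3-fold higher. In treated plants 24 of the 41 were higher in *ros1* IM than in WT IM and 8 lower, and *GSTF12* was 40.5-fold lower. Tandem copies such as *GSTU3* and *GSTU4* may share reads. Other families linked with detoxification went both ways in WT IM, with 42 of 248 cytochromes P450 up and 41 down, 39 of 142 UDP-glycosyltransferases up and 40 down, 17 of 48 ABC transporters up and 10 down, and 17 of 55 MATE carriers up and 14 down.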

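Most of the flavonoid pathway rose in WT IM, from the first enzyme to the anthocyanin transferases. Of 24 flavonoid and anthocyanin enzymes, 16 rose and 4 fell (of 20 tested, 15 rose when adjusted over the list alone), which is more than among all tested genes (two-sided Fisher's exact test, adjusted p = 0.000313). Chalcone synthase, encoded by *TT4*, rose 3.27-fold to an FPKM of 1216, the chalcone isomerase gene *TT5* 2.84-fold to 182, and the related *CHIL* 3.39-fold to 321. The flavonoid hydroxylase gene *TT7* rose 15.2-fold to 208, and AT3G29590, an acyltransferase in the reference annotation and *F3H* in the paper, 4.38-fold to 54.0. Further down the pathway, *DFR* (AT5G42800) rose from 31.1 to 478 and *LDOX* (AT4G22880) from 39.3 to 478. The 4 that fell were *FLS1* (AT5G08640), *UGT78D1* (AT1G30530), *UGT89C1* (AT1G06000) and *RHM1* (AT1G78570), the first a flavonol synthase and the others enzymes of flavonol glycosides or their sugars. Of 18 flavonoid regulators, 7 rose and 5 fell (Fisher's adjusted p = 0.353 for rises), and the activators *TT8* (AT4G09820) and *MYB75* (AT1G56650) were 12.8-fold and 7.47-fold higher. In *ros1*, 13 of the 24 enzymes fell with imazethapyr and 3 rose. For 16 enzymes called in both responses, 15 had a lower response in *ros1* by the test of the difference, 10 of them rising in the wild type and falling in *ros1*. For these 10 the test adds little, since genes called in opposite directions pass it nearly by construction.

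**Figure D1:**
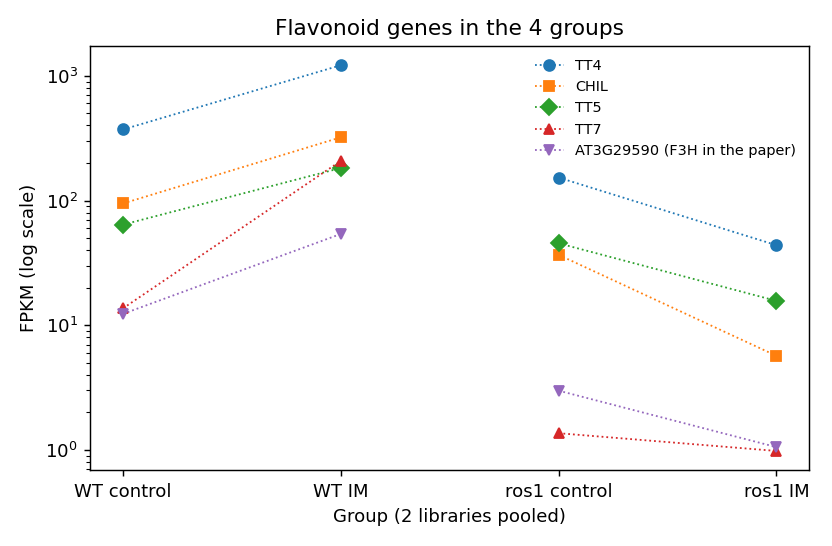
FPKM (log axis) of 5 flavonoid genes in the 4 groups, each point the pooled value of 2 libraries, with dotted lines joining control and imazethapyr (IM) within a genotype. *TT4* stands at 1216 in WT IM and 43.8 in *ros1* IM.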

Downregulated genes also presented a similar division of classification in categories of cellular components, biological processes, and molecular function compared to upregulated genes (Figure S7). However, SEA revealed that subcategories of genes repressed after imazethapyr treatment were mainly involved in the regulation of “cell cycle”, “response to endogenous stimulus”, “response to gibberellin”, “anatomical structure”, and “morphogenesis” (Figure S8). Additionally, several genes encoding “components of chloroplast”, “light stimulus” and “photosystems” were downregulated, indicating reduction in photosynthesis compounds and changes in the expression of genes involved in central energy pathways due to the application of imazethapyr (Figure S8).

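Imazethapyr lowered nearly the whole set of cell cycle genes in wild-type rosettes. Of 58 cell cycle genes, 51 fell and 2 rose (50 fell when adjusted over the list alone), more falls than among all tested genes (two-sided Fisher's exact test, adjusted p = 1.2e-17). The mitotic cyclin *CYCB1;2* (AT5G06150) fell from an FPKM of 23.7 to 1.91, the kinesin *HINKEL* (AT1G18370) of cytokinesis from 14.9 to 1.31, and *CDC20.1* (AT4G33270) from 28.9 to 3.05. By product name, 24 of 29 kinesins fell and 1 rose (Fisher's adjusted p = 2.25e-07), and 28 of 50 core histones fell and 7 rose (Fisher's adjusted p = 0.00289). Of 18 genes of gibberellin synthesis, signalling and response, 10 fell and 3 rose (10 fell when adjusted over the list alone, Fisher's adjusted p = 0.0459, and 0.0504 when adjusted without the lists that the study drew from these libraries). The gibberellin-regulated *GASA1* (AT1G75750) fell 10.8-fold, *GASA6* (AT1G74670) 8.27-fold and *GASA9* (AT1G22690) 8.06-fold, while the receptor *GID1B* (AT3G63010) rose 13.6-fold. Of 9 markers of the stomatal lineage and guard cells, 8 fell and none rose (Fisher's adjusted p = 0.00216), with *SPCH* (AT5G53210), which starts the lineage, 5.80-fold lower.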

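Photosynthesis transcripts fell almost without exception in WT IM. Of 44 nuclear genes of photosystem and light-harvesting proteins, 43 fell and none rose (of 41 tested, 40 fell when adjusted over the list alone; two-sided Fisher's exact test, adjusted p = 1.2e-17), and the remaining gene, *LHCB7* (AT1G76570), did not pass the test. Their median log2 fold change, with a pseudocount of 1, was −1.99, below each of 10000 random lists matched on expression. The antenna protein gene *LHCB3* (AT5G54270) fell from an FPKM of 709.6 to 91.8, and *LHCB1.2* (AT1G29910) from 1529.7 to 141. Of 19 genes of the Calvin cycle, electron transport and chlorophyll synthesis, 18 fell and none rose (of 18 tested, 17 fell when adjusted over the list alone; Fisher's adjusted p = 6.3e-07). The Rubisco small subunit genes *RBCS1B* (AT5G38430), *RBCS2B* (AT5G38420) and *RBCS3B* (AT5G38410) fell to an FPKM of 429.8, 675 and 1008 from 3946, 6786 and 9451. *LHCB1* genes and Rubisco small subunit genes are near-identical copies, so the split of reads among them is uncertain.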

To understand the effects of imazethapyr on epigenetic regulation, putative genes involved in this process were analyzed comparing the wild-type control with the wild-type treated plants. Imazethapyr treatment caused significant (adjusted *p*-value < 0.05) upregulation of 40 genes and downregulation of 33 genes controlled by TGS according to modification data presented in Jacobsen lab epigenome browser (http://genomes.mcdb.ucla.edu/AthBSseq/, accessed on 8 January 2021) (Table S3).

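Among genes of DNA methylation and its removal, more fell than rose in WT IM. Of 50 genes of DNA methylation and RNA-directed DNA methylation, 21 fell and 7 rose (two-sided Fisher's exact test, adjusted p = 0.358 for falls and 0.168 for rises), and 9 fell by a log2 of at least 1. The largest falls were those of *VIM1* (AT1G57820) 5.02-fold, *VIM3* (AT5G39550) 4.27-fold, and the chromomethylases *CMT3* (AT1G69770) 3.92-fold and *CMT2* (AT4G19020) 3.20-fold. Of the 11 genes whose mutants were screened, 7 fell and 1 rose in WT IM. *DDM1* (AT5G66750) was 2.85-fold lower, *FAS1* (AT1G65470) 2.56-fold, *RPA2* (AT2G24490) 2.49-fold and *AGO6* (AT2G32940) 1.59-fold, and *IBM1* (AT3G07610) was 1.66-fold higher. *NRPD2A* (AT3G23780) had an FPKM of 11.0 in WT control and 12.7 in WT IM, and *UPF1* (AT5G47010) 38.3 and 42.1, neither called. In *ros1*, 28 of the 50 fell and 6 rose. The genes of Table S3 were not used here, and no list of transposable element genes was tested.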

#### (GO) Analysis of DEGs—Genes Putatively Involved with NTSR

Additionally, we performed GO classification and enrichment with the group of 89 genes that were induced by imazethapyr in the wild type and downregulated in *ros1* mutants (Figure S9). Detailed information of the biological process showed that the profile of these genes is overrepresented in a total of 22 pathways (Figure 6). The ontology of the 89 genes was analyzed (Table S4) and 31 candidate genes were identified as putative involved in herbicide detoxification (NTSR resistance), including two genes *P450*, three *GSTs*, 13 transporters, one oxidase, five glycosyl-transferase, and six esterases/hydrolases (Table 1). These genes were selected based on high variation in expression through imazethapyr application in the wild type and low expression in *ros1*. 

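All 31 candidates of Table 1 were upregulated in WT IM and lower in *ros1* control than in WT control by the authors' q-values, and the study chose them on these libraries, so this direction is not independent evidence. In *ros1* itself, imazethapyr raised 22 of them, lowered 3, and left 6 not called. Among those raised in *ros1* were the glucosyltransferase *UGT74F2* (AT2G43820), from an FPKM of 1.76 to 166, the abscisic acid hydroxylase *CYP707A1* (AT4G19230), from 0.731 to 9.48, and the vacuolar malate transporter *TDT* (AT5G47560), from 13.2 to 96.1. The 3 that fell in *ros1* were *GSTF12*, *UF3GT* and *GOLS2*. In treated plants, 19 candidates were lower and 7 higher in *ros1* IM than in WT IM. The inositol phosphatase *5PTASE11* (AT1G47510) was 5.94-fold higher and the mannan synthase family gene *CSLA10* (AT1G24070) 7.09-fold lower. Of the 25 candidates called in both responses, the test of the difference found 8 with a higher and 5 with a lower response in *ros1*.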

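The 6 genes *SCAMP* (AT1G03550), *MFSP* (AT1G04570), *HMTDSP* (AT1G51090), *XTH10* (AT2G14620), the esterase AT4G10050 and *TT7* were all upregulated in WT IM, all lower in *ros1* control than in WT control, and all lower in *ros1* IM than in WT IM by the authors' q-values. *SCAMP*, a secretory carrier membrane protein, went from an FPKM of 3.34 to 11.6 in the wild type and from 0.491 to 1.44 in *ros1*. *MFSP*, a carrier of the major facilitator superfamily, went from 3.79 to 16.2 and from 1.33 to 3.25. *HMTDSP*, a heavy metal transport and detoxification protein, went from 19.0 to 38.4 and from 7.45 to 13.8. *XTH10*, a xyloglucan endotransglucosylase of the cell wall, went from 1.29 to 5.96 and from 0.285 to 3.18. These 4 rose in *ros1* as well, and for none of them did the test of the difference between the 2 responses pass at an adjusted p under 0.05. The esterase AT4G10050 went from 15.2 to 31.1 in the wild type, and stood at 6.32 and 4.87 in *ros1*, where it was not called. *SCAMP*, *MFSP*, *XTH10* and *TT7* are under an FPKM of 5 in *ros1* under both treatments, and *TT7* also belongs to the 100 genes at least 8-fold lower in *ros1* under both treatments.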

To confirm RNA-Seq data, six genes presented in Table S5 were selected for RT-qPCR analyses, which confirmed the RNA-seq expression pattern (Figure 7).

We performed in silico analysis of DNA methylation status of the 31 candidate genes potentially involved in NTSR using publicly available Epigenomics Data from the Jacobsen lab (http://genomes.mcdb.ucla.edu/AthBSseq/, accessed on 8 January 2021) (Table 1). The transcription start site upstream region of each gene was analyzed for the presence of transposable elements (TE) and/or CG, CHG, and CHH DNA methylation (where H is A, T or C) in wild type and *ROS1*, *DEMETER-LIKE PROTEIN 2* and *DEMETER-LIKE PROTEIN 3* (*rdd*) triple mutant (Table 1). Some of the analyzed genes indeed contained TE and/or DNA methylation in their promoter (Table 1), which may be an indication that some of these genes are regulated by the TGS.

The metabolic processes most significantly enriched pathways of the 89 candidate genes were mainly involved with the flavonoid biosynthetic process and flavonoid metabolic process (Figures S10 and S11). To experimentally test for the role of flavonoids in the response to imazethapyr, *tt4* plants deficient in flavonoid-biosynthesis were treated with 10.6 g ha^−1^ imazethapyr (Figure 8). The visual estimate of the imazethapyr effect on *tt4* plants revealed more tissue damage as indicated by extensive loss of green color, leaf drying, and finally death (Figure 8a). Additionally, imazethapyr-treated *tt4* plants had approximately 30% lower shoot dry weight 14 days after imazethapyr treatment compared to the treated wild type (Figure 8b). 

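*TT4* (AT5G13930), which encodes chalcone synthase, was lower in *ros1* than in the wild type under both treatments. Its FPKM was 372 in WT control and 153 in *ros1* control, a 2.43-fold difference with a q-value of 0.000133 in the authors' deposited table. With imazethapyr it fell 3.49-fold in *ros1*, to 27.8-fold below WT IM. The response of *TT4* differed between the genotypes by a log2 of −3.51. It passed the test of the difference, which was chosen after the data were seen. That adds little, since *TT4* was called in opposite directions and such genes pass nearly by construction. The pathway genes *CHIL* and *TT6* (AT3G51240) behaved alike, at 2.59-fold and 1.83-fold lower in *ros1* control, and 56.6-fold and 35.7-fold lower in *ros1* IM. In *ros1* control, 19 of 24 flavonoid and anthocyanin enzymes were lower and none higher (19 lower when adjusted over the list alone; two-sided Fisher's exact test, adjusted p = 1.49e-10). Of 18 regulators, 9 were lower and 3 higher (Fisher's adjusted p = 0.0196), with the light signalling factor *HY5* (AT5G11260) 3.95-fold and *MYB75* 9.89-fold lower, and *MYB75* is at least 8-fold lower in *ros1* under both treatments.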

Although the *TT4* is downregulated in *ros1* (Table S4), DNA methylation at the *TT4* locus in *ros1* presents no changes (Table 1), indicating that an unidentified direct target of *ROS1* is upstream of *TT4*. On the other hand, *TT7* is a candidate for epigenetic regulation as the promoter region is hypermethylated in *ros1* (Table 1). This suggests a positive correlation between flavonoid accumulation and imazethapyr stress response and may indicate that some genes of this pathway are epigenetically regulated.

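*TT7* (AT5G07990), the flavonoid 3′-hydroxylase gene, had an FPKM of 13.7 in WT control, 1.36 in *ros1* control and 0.980 in *ros1* IM. It was 10.0-fold lower in *ros1* than in the wild type without herbicide, with a q-value of 0.000133 in the authors' deposited table, and 212-fold lower with imazethapyr. *TT7* is among the 146 genes at least 8-fold apart between the genotypes in both treatments. For these a strain background of the *ros1* libraries that differs from the reference is a candidate explanation. The values of *TT7* cannot tell that background from epigenetic regulation. The response of *TT7* to imazethapyr in *ros1* was not called, with values close to 1. The glycosyltransferase genes *UF3GT* and *UGT78D1* are the other flavonoid enzymes at least 8-fold lower in *ros1* under both treatments, *UGT78D1* with 97.1 in WT control and 8.10 in *ros1* control.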

## 3. Discussion

The identification of the appropriate herbicides sublethal doses was the first step in this study. The effect of herbicide sublethal dose simulates field situations where some plants receive a reduced rate of herbicide caused by failures in the application, plant canopy protection, and/or herbicide drift. These plants will suffer the herbicide effect to a smaller extent and may not die. In the scenario where herbicides induce intense stress in plants, acting similarly to other abiotic environmental stresses, weeds probably respond to herbicide application by activating stress-signaling networks and reprogramming gene expression [16,18,39]. An alternative scenario may be that there is random variation in the epigenome that affects expression from an herbicide resistance gene, which gets naturally selected and promoted by the herbicide application [40]. Thus, it is suggested that epigenetic mechanisms could be contributing to the ‘flipped on’ or ‘flipped off’ state of some specific genes related to herbicide resistance [17,19].

Gene silencing in plants can occur in transcriptional and post-transcriptional context. Methylation of a gene (or transgene) promoter typically correlates with TGS/RdDM [23,24]. We showed that exposures to sublethal doses of imazethapyr, glyphosate and 2,4-D lead to transient changes in TGS in *A. thaliana*. Using TGS reporter line L5, we showed that herbicides cause a minor loss of TGS and most L5 activation occurred in cotyledons. The intensity and localization of inhibitor-induced TGS suppression resemble that of lower concentrations of chemical inhibitors of DNA methylation including 5-azacytidine and zebularine [34,41]. This suggests that herbicides destabilize epigenome easier in tissues with only the maintenance TGS pathway being active. Besides, our candidate mutant screen indicated that active DNA demethylation by ROS1 pathway may be biologically more relevant in course of herbicide response in Arabidopsis.

In general, loss of TGS from pathways involved in DNA methylation, RNA interference and/or heterochromatic histone modifications leads to increased susceptibility to glyphosate, imazethapyr and 2,4-D. However, the response of each mutant was herbicide specific. Here, *ros1* plants were unique as they were hypersensitive to all tested herbicides. The differences found for the effect of different epigenetic pathways and herbicide are probably because the herbicides glyphosate, imazethapyr and 2,4-D belong to different modes of action and probably require different detoxification genes, plant transport or other metabolizing processes. Thus, these pathways may regulate different key genes involved in response to individual herbicides. For example, imazethapyr is a potent inhibitor of ALS, thereby stopping the synthesis of the branched-chain amino acids valine, leucine, and isoleucine, with subsequent plant death [42]. While glyphosate is a specific inhibitor of the chloroplast enzyme EPSPS [43] and 2,4-D is a synthetic auxin that produces uncontrolled and lethal growth in target plants [44].

ROS1 plays an important role in DNA demethylation and responses to developmental and environmental cues [45]. The control by both DNA methylation and demethylation is important for keeping the plant epigenome plasticity in response to ever-changing conditions [45]. ROS1 was proposed to function during salt stress conditions in tobacco [46]. In *Arabidopsis*, ROS1 is important for avoiding DNA hypermethylation at thousands of specific genomic loci [47]. Here, we show that ROS1 may influence the transcription of genes important to herbicide tolerance, induced by stimulus perception to adaptive plant behavior. The most likely mechanism may involve transcriptional control of specific detoxification of genes by ROS1. As hypomorphic mutant allele of *ros1* presented a strong increase in imazethapyr susceptibility, we utilized this herbicide to verify its effects on DNA methylation and transcriptome patterns in the wild type and *ros1* plants.

We showed a possible connection between the pattern of genomic DNA methylation and the alteration on susceptibility to imazethapyr because wild type treated with imazethapyr presented a lower level of 5mdC compared to *ros1*. Therefore, *ros1* plants may have genes important for herbicide detoxification under methylation control that are not able to be demethylated in the absence of ROS1. It suggests that ROS1 may be important for the detoxification of sublethal doses of the tested herbicides. Although HPLC analysis allowed to verify the different overall level of DNA methylation between the wild type treated with imazethapyr and *ros1*, this analysis does not permit to verify any DNA sequence sites, as well as genome location where this occurs. In this context, the next step for understanding the epigenetic mechanisms involved with the regulation of genes important for herbicide detoxification was to verify which genes were differentially expressed in the wild type and *ros1* after imazethapyr application.

Despite the accumulating transcriptomic profiles, limited information is available for the effect of herbicides on plant transcriptome [48,49]. Even more so concerning epigenetic mechanisms and their involvement with herbicide tolerance or resistance [18]. Our results showed that a sublethal dose of imazethapyr increased the expression of genes mainly linked to response to chemical stimulus, secondary metabolism, stress condition, and genes involved with flavonoid biosynthesis. This is congruent with biochemical assays results that indicated more anthocyanin and reactive oxygen species (ROS) were produced and photosynthetic activity was substantially decreased after 20 μg/L imazethapyr application in *A. thaliana* [48]. Additionally, our results showed that imazethapyr decreases the expression of genes involved in cell division and photosynthesis. This collaborates to affirm the common observation that ALS inhibitors have a very rapid and potent inhibition of cell division, with the result that inhibition of elongation of young roots and leaves is evident within 3 h after application [50].

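Photosynthesis transcripts, and part of those of cell division, fell further in *ros1* than in the wild type. All 44 photosystem and light-harvesting genes fell in *ros1*, and each of the 43 called in both genotypes had a lower response in *ros1* by the test of the difference, with a median difference of −2.97 in log2. The most abundant of them, *LHCB1.3* (AT1G29930), had an FPKM of 15154 in WT control, 3684 in WT IM, 14958 in *ros1* control and 103 in *ros1* IM. For the Calvin cycle, electron transport and chlorophyll synthesis, 18 of 19 fell in *ros1*, and all 17 called in both genotypes had a lower response there (median difference −2.22). The chlorophyll synthesis gene *PORB* (AT4G27440) was at 433 and 68.5 in the wild type and 528 and 10.7 in *ros1*. In untreated plants, 8 photosystem genes were lower and 4 higher in *ros1* than in the wild type (two-sided Fisher's exact test, adjusted p = 0.799 and 0.447). For the cell cycle, 40 of 58 genes fell in *ros1* and 2 rose, and of 39 called in both genotypes 12 had a lower and 1 a higher response in *ros1*. The B-type cyclin *CYCB2;4* (AT1G76310) fell 5.32-fold in the wild type and 82.2-fold in *ros1*, and the cytokinesis syntaxin *KNOLLE* (AT1G08560) was listed at 0 in *ros1* IM.

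**Figure D2:**
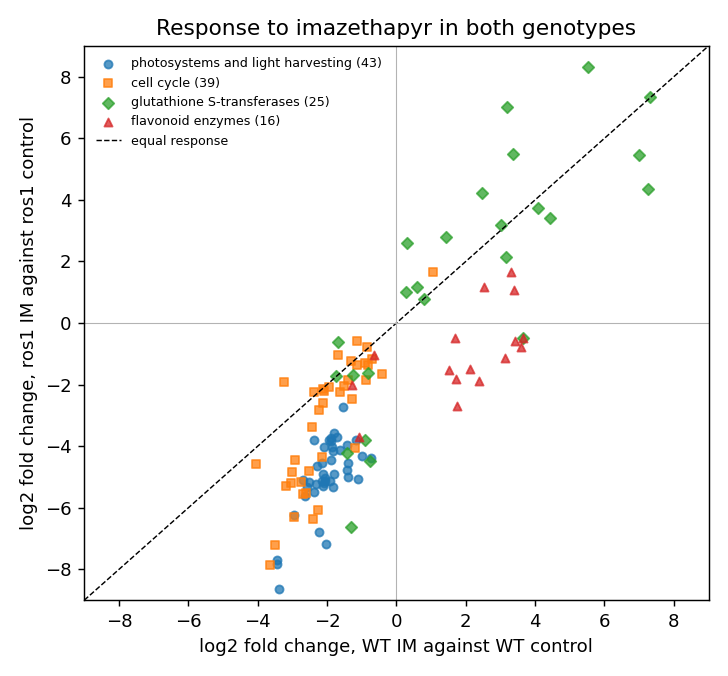
Log2 fold change with imazethapyr (IM) in the wild type (x axis) and in *ros1* (y axis) for members of 4 gene lists called in both, each point a gene (*GSTF12* is in 2 lists). All 43 photosystem and light-harvesting genes lie under the line of equal response, and 10 of the 16 flavonoid enzymes lie right of 0 and under 0.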

A transcriptome study indicated that ALS-inhibitor response pathways are strongly conserved in plants *A. thaliana*, *Alopecurus myosuroides* (*Am*) and *Lolium* sp. The authors suggested that *A. thaliana* model could be used as a first step to discover the genes involved in ALS-inhibitor response pathways [51]. The identified genes putatively controlled by ROS1 in response to imazethapyr, included two cytP450, three GSTs, 13 transporters, one oxidase, five glycosyl-transferase, and six esterases/hydrolases, and products of these genes are mainly involved with the flavonoid biosynthetic and metabolic processes. The accumulation of flavonoids in plants is induced under the influence of abiotic stresses such as nitrogen, light, temperature, UV, and drought [52]. In grasses, studies have revealed that multiple herbicide resistance is connected to changes in endogenous antioxidant and secondary metabolism, particularly an accumulation of cytoprotectants such as glutathione, flavonoids and anthocyanins [53]. Arabidopsis transformed with *AmGSTF1* conferred multiple resistance and exerted a direct regulatory control on metabolism that led to an accumulation of protective flavonoids [54].

Here we showed that a flavonoid-deficient mutant (*tt4*) showed an increase in imazethapyr susceptibility contrasting with wild-type plants. TT4 is a CHALCONE SYNTHASE and acts at the first step of flavonoid biosynthesis, to produce naringenin chalcone. The remaining steps of flavonol production are further catalyzed by TT5, TT6, TT7, and FLAVONOL SYNTHASE [55,56]. The role of flavonoids in mediating herbicide tolerance was investigated in the flavonoid disabled *Arabidopsis* mutant *tt4* with the plants shown to be hypersensitive to imazethapyr treatment. These data suggest that flavonoid accumulation has also an effect on how plants respond to imazethapyr stress in *A. thaliana* and that some genes of this pathway are epigenetically regulated. These results indicate that DNA methylation is a potential additional adaptive mechanism for sublethal doses of imazethapyr.

To enable plant survival to herbicides, rapid and efficient mechanisms must allow herbicide neutralization [16,57]. Safeners have been predominantly used in the field to prevent crop injury without significantly reducing weed control [58]. Safeners associated with ALS inhibitors reduce the sensitivity of *Lolium* sp. plants to their associated herbicides by intensifying already existing NTSR pathways, by enhancing the effect on the expression level of 10 genes in *Lolium* sp. plants [59]. The study suggested a possible, uninvestigated way to NTSR evolution could be a selection for amplified responsiveness to safener action [59]. Our study focused on the ‘tolerance’ to herbicide treatments, and we show that various Arabidopsis mutants defective in different components of epigenetic mechanisms show that mutants impaired in DNA methylation are more susceptible to tested herbicides. From this point of view, if upregulation of various stress response genes can protect a plant from low herbicide dose, it stands to reason that further upregulation and/or upregulation of other genes may protect plants from higher doses, which is the basis of evolved resistance and how herbicide safeners work in crops. This is an interesting and potentially important area of research because it has the potential to change the understanding of the weed response to herbicides and the evolution of herbicide resistance.

Our results indicate that the evaluated herbicides can change specific epigenetic pathways according to the herbicide and suggest regulation of specific genes. Additionally, the active DNA demethylation process may be important for *A. thaliana* response to the herbicides glyphosate, 2,4-D, and especially to imazethapyr. These results together suggest that imazethapyr-induced changes in DNA methylation marks are possibly involved in an epigenetic mechanism associated with activation of specific genes responsive to imazethapyr. Additionally, ROS1 presents importance to the demethylation process induced by the herbicides and putative genes involved in response to herbicide stress are under the regulation of TGS machinery.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

All experiments were performed with *A. thaliana* accession Columbia-0 (Col-0). Furthermore, we used L5 reporter line carrying a single locus multicopy insertion of *Cauliflower Mosaic Virus 35S Promoter* fused to *β-Glucuronidase* coding sequence (*Pro35S::GUS*) gene, which is suppressed by TGS [25,32,33]. Plants double homozygous for L5 locus and mutation in *DDM1* chromatin remodeling factor (L5 *ddm1-5*) were used as low methylation control [34]. Eleven chromatin mutants associated with various TGS pathways were analyzed in this study, the description of mutants is according to TAIR (https://www.arabidopsis.org/, accessed on 10 February 2021): *upf1-5* (*UP-FRAMESHIFT;* SALK_112922); *ago6 (ARGONAUTE 6;* SALK_031553); *nrpe1* (*NUCLEAR RNA POL V, DEFECTIVE IN RNA-DIRECTED DNA METHYLATION; EMS mutant*); *nrpd2a* (*NUCLEAR RNA POLYMERASES IV AND V; DEFECTIVE IN RNA-DIRECTED DNA METHYLA-TION 2;* SALK_046208); *rdr6* (EMS mutant)*; ddm1-5* (82 bp insertion in exon 2)*; fas1* (SAIL_662_D10); *rpa2* (*REPLICATION PROTEIN A*; SALK_111834)*; ibm1* (SALK_035608)*; rts1-1* (37 bp deletion 21 bp downstream of the start codon); *ros1* (SALK_064264 hypomorphic allele). It has to be noted that the SALK_064264 mutant allele of *ros1* carries T-DNA insertion in the 5′-UTR. 

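*ROS1* (AT2G36490) had an FPKM of 25.0 in WT control and 19.0 in *ros1* control, and of 16.7 in WT IM and 4.08 in *ros1* IM. Without herbicide the mutant thus had 75.8% of the wild-type level, a 1.32-fold reduction with a q-value of 0.00201 in the authors' deposited table. With imazethapyr it had 24.5%, a 4.09-fold reduction with a q-value of 0.000133 in the authors' deposited table. Imazethapyr lowered *ROS1* by a log2 fold change of −0.58 in the wild type and −2.22 in *ros1*. Of the related glycosylase genes, *DML3* (AT4G34060) was 1.76-fold lower in *ros1* control than in WT control. Any reads from transcript downstream of an insertion in the 5′-UTR would count towards these values, which was not tested. FPKM does not measure protein.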

Based on the result of our RNA-seq data, this allele has 4-fold reduced amount of *ROS1* transcript (FPKM: WT = 16.6819 versus *ros1* = 4.07911; q-value = 0.000133). Hence the used *ros1* allele is a hypomorphic knock-down mutant.

Seeds were placed on moist soil, stratified for 48 h at 4 °C in dark, and then grown in a growth chamber (Percival) at 21 °C during the day and 16 °C during the night, relative humidity 70–75% and 150 µmol m^−2^ s^−1^ light intensity (16 h light/8 h dark). Three week old plants (approximately) were used for herbicide treatments.

### 4.2. Herbicide Treatments

The herbicides were applied using an automatic spray chamber (Greenhouse Spray Chamber; Generation III), with the TJ8002E spray nozzle, constant pressure of 289.6 lb pol^−2^ and velocity of 1.16 m s^−1^, providing a spray volume of 200 L ha^−1^. A dose–response experiment was conducted with wild type to determine the sublethal dose of the herbicides that were used for all subsequent experiments. The methodology of the dose–response curve was organized in a completely randomized design, with three replicates. Three herbicides of a different mode of action were used. Each herbicide was evaluated at 0%, 2.5%, 5%, 10%, and 20% of the label dose. The doses used were 0, 18, 36, 72, 144 g ha^−1^ for glyphosate (Roundup Original, 480 g/L CS, Monsanto S/A), 0, 2.6, 5.3, 10.6, 21.28 g ha^−1^ in addition of 0.5% *v*/*v* Dash for imazethapyr (Imazethapyr plus Nortox, 106 g/L CS, Nortox S/A) and 0, 20.1, 40.3, 80.6, 161.2 g ha^−1^ for 2,4-D (DMA 806 BR, 806 g/L CS, Dow AgroSciences S/A).

The sublethal dose for each herbicide was evaluated as plant injury and shoot dry weight at 20 DAT sublethal dose was considered the maximum dose that caused plant injury and biomass reduction but did not cause plant death. Plant injury was assessed visually using a scale from 0% (no injury) to 100% (plant death). Control ratings were based on symptoms of plants corresponding to each herbicide compared to non-treated control plants. Shoot dry weight was obtained by harvesting the plants and drying in an oven at 60 °C until constant weight. Data were tested for normality using PROC UNIVARIATE and subjected to analysis of variance (ANOVA) (*p* ≤ 0.05) in SAS. To satisfy the ANOVA premise for normality, plant injury and dry weight, data were transformed with X = 10 + arcsen√X100 and X = 1/X, respectively. After that, complementary regression analysis was performed, fitted to a nonlinear logistic model with three parameters [y = a/1 + (x/x0)^b^], as proposed by Streibig [60]. The determination of 50% plant injury and 50% growth reduction (GR50) was obtained by replacing “y” in the equation with 50. According to this experiment, the sublethal dose of each herbicide was established.

After determining the sublethal dose for each herbicide, the herbicide effect on TGS was evaluated. The experiment was conducted as a completely randomized design with three biological replicates. Sublethal doses of glyphosate, imazethapyr and 2,4-D were applied on 21 days old plants, the treated and non-treated plants were collected 48 h after herbicides application. The relative abundance of *GUS* transcript was measured by reverse transcription-quantitative PCR (RT-qPCR) and GUS histochemical staining was performed as previously described in Pecinka et al. [25]. Data sets were submitted to the *t*-test (*p* ≤ 0.05).

To determine the herbicide effect on *A. thaliana* chromatin mutants, the experiment was conducted twice (studies 1 and 2) and was organized in a completely randomized design, with three biological replicates. The evaluations of leaf length and shoot dry weight were performed 10 DAT. The leaf length measurement was based on pictures of the plant shoot followed by analysis with the ImageJ software. For each plant, the length of the fifth to the ninth leaf was analyzed. The measurement of dry weight was performed as described in the first experiment. Data were tested for normality using PROC UNIVARIATE and subjected to ANOVA (*p* ≤ 0.05) in SAS. To satisfy the ANOVA premise for normality, leaf length data were transformed with X = √X + 0.5. If statistical significance was found, the means were compared by the Tukey-test (*p* ≤ 0.05).

### 4.3. Global DNA Methylation Analysis by Isocratic Cation-Exchange High-Pressure Liquid Chromatography (HPLC)

The experiment was organized in a completely randomized design, with three biological replicates. Treated and non-treated plants were collected 48 h after herbicide application. DNA isolation was performed by using Nucleon PhytoPure gDNA Kit (GE Healthcare, Munich, Germany) according to the manufacturer’s instructions. DNA concentrations were quantified with the NanoDrop ND-1000 spectral photometer (peqLab, Erlangen, Germany). Treatment with RNase A (Thermo Fischer, Langenselbold, Germany) for 20 min at 37 °C was performed for all samples. The *ddm1* epigenetic mutant line and lambda phage DNA (N3011S; New England Biolabs, Frankfurt, Germany) were used as experiment controls (low methylation controls) [61]. A total of 1 µg genomic DNA per sample was used for analysis. Global 5-mdC levels of samples were analyzed as a percentage of 5-mdC relative to total deoxycytidine (dC) levels using cation-exchange HPLC [62]. The 5-mdC values were expressed as a percent of total cytosine. Data were tested for normality using PROC UNIVARIATE in SAS and statistically evaluated by ANOVA (*p* ≤ 0.05). If statistical significance was found, means were compared by the Tukey-test (*p* ≤ 0.05).

### 4.4. High-Throughput mRNA Sequencing (RNA-Seq)

RNA-seq analysis was performed in *A. thaliana* Col-0 wild type and *ros1* mutant. Treated and non-treated plants were collected 48 h after imazethapyr application. Each sample consisted of the entire rosette of two plants that were collected and immediately frozen in liquid nitrogen. Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) according to the manufacture’s protocol and with an additional on-column DNase I digestion (Roche, Basel, Switzerland). RNA concentrations were quantified by spectrophotometry using the Qubit RNA HS Assay kit and the Qubit Fluorometer (Life Technologies, Karlsruhe, Germany). RNA Integrity Numbers (RIN) were determined on a Bioanalyzer assay using the Agilent RNA 6000 Nano Kit (Böblingen, Germany). Samples with a RIN >8.5 were used for library construction. RNA-seq libraries were made using Illumina TruSeq RNA Sample Prep Kit (San Diego, CA, USA) following the manufacturer’s instructions. Subsequently, library concentrations were measured with the Qubit dsDNA HS Assay Kit on the Qubit Fluorometer and its insert size and integrity analyzed on a Bioanalyzer using the Agilent DNA 1000 Kit (Böblingen, Germany). High throughput sequencing was performed on an Illumina HiSeq2500 sequencer with a requested sequencing depth of 18.7 million 100-bp single-end reads per library at the Max Planck Genome Center (Cologne, Germany).

RNA-seq raw reads were quality controlled using FASTQC (Version 0.10.1) and low-quality bases were trimmed with the FASTX-toolkit [63] using standard parameters. The protocol used for differential gene and transcript expression analysis of RNA-seq was described by Trapnell et al. [64]. The libraries with sufficient quality were mapped to the corresponding reference genome *A. thaliana* TAIR10 [65] using bowtie2 and TopHat2 with default parameters [64,66]. The obtained files were indexed and visualized with CummeRbund (performed in the statistical software ‘R’) to facilitate exploration of genes identified by Cuffdiff as differentially expressed genes.

### 4.5. Gene Ontology (GO) Analysis of DEGs

To determine the functions of genes of interest, the gene ontology (GO) analysis of DEGs was performed. DEGs were assigned to different functional categories using PANTHER Classification System [67]. The annotations were verified manually and integrated using GO classification in three categories: biological process, molecular function, and cellular component. The detailed information of biological processes was performed using singular enrichment analysis (SEA) in agriGO.

### 4.6. Transcript Abundance Analysis by RT-qPCR

For RT-qPCR analysis, the entire plant rosette was collected and immediately frozen in liquid nitrogen. RNA extraction was performed using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol with an additional on-column DNase I digestion (Roche, Basel, Switzerland). RNA concentrations were quantified with the NanoDrop ND-1000 spectral photometer (peqLab, Erlangen, Germany). An amount of 1 µg of total RNA was reverse transcribed into complementary DNA (cDNA) with the First Strand cDNA Synthesis Kit using oligo(dT) primers (Thermo Scientific, St. LeonRot, Germany) according to the manufacturer’s protocol and analyzed by RT-qPCR with the SensiMix SYBR and Fluorescein Kit (Bioline, Berlin, Germany). Each reaction was set up in a 12 μL total volume, which contained 6 μL of 2x SensiMix SYBR and Fluorescein, 1 μL of primers (in a final concentration of 250 nM for each primer), 1 μL of water, and 4 μL of the cDNA template. The cDNA samples were diluted at a cDNA:distilled water ratio of 1:100. The reactions were carried out using the following cycling parameters: 95 °C for 5 min, followed by 40 cycles of 94 °C for 15 s, 60 °C for 10 s, 72 °C for 15 s, and 60 °C for 35 s. Primer sets used are shown in Table S5.

The RT-qPCR analysis was performed in biological triplicates, each with three technical replicates. The evaluation of RT-qPCR data was performed according to the MIQE (Minimum Information for Publication of Quantitative real-time PCR Experiments) [68]. After running the RT-qPCR, the melting curve of the PCR products was analyzed to control the homogeneity of the amplification product, where a sharp, narrow peak was required. Expression values were calculated relative to control-treated samples using the standard curve method [69] normalized to the herbicide stable reference genes *GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE C-2* (*GAPC-2*; AT1G13440) and *UBIQUITIN-CONJUGATING ENZYME 28* (*UBC28*; AT1G64230). Data sets were submitted to the *t*-test (*p* ≤ 0.05).

### 4.7. Accession Numbers

The following gene names and symbols are associated with this publication: *AGO6* (AT2G32940), *DDM1* (AT5G66750), *FAS1* (AT1G65470), *IBM1* (AT3G07610), *NRPD2A* (AT3G23780), *NRPE1* (AT2G40030), *RDR6* (AT3G49500), *ROS1* (AT2G36490), *RPA2* (AT2G24490), *RTS1* (AT5G63110), *TT4* (AT5G13930), *TT5* (AT3G55120), *TT7* (AT5G07990), *UPF1* (AT5G47010).

## Figures and Tables

**Figure 1:**
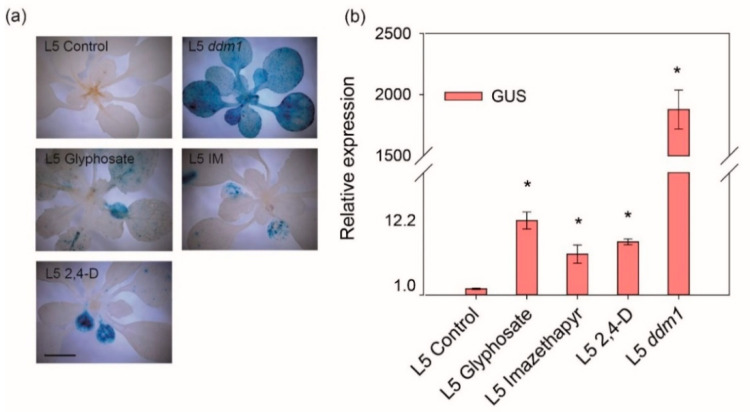
Herbicide stress effect on epigenetically regulated transcription. (**a**) Representative *β-Glucuronidase* (*GUS*)-stained shoots of the plants of line L5, 48 h after treatment with glyphosate, imazethapyr (IM) and 2,4-D, non-treated plant (L5 control) and L5 *ddm1* plant serving as a positive control. Plants line L5 are carrying a single insert of a multicopy *35S Cauliflower Mosaic Virus Promoter* driven *GUS* (*Pro35S::GUS*) locus in L5/6b5 line, gene suppressed by transcriptional gene silencing (TGS), all mutants are in the Col-0 background. Scale bar = 1 cm. (**b**) Relative transcript abundance of *GUS* in L5 measured by RT-qPCR 48 h after the treatment. Error bars indicate the standard deviation of the three biological replicates. Statistically significant differences relative to L5 control are indicated by asterisks (*t*-test, *p* ≤ 0.05); * compared to L5 Control.

**Figure 2:**
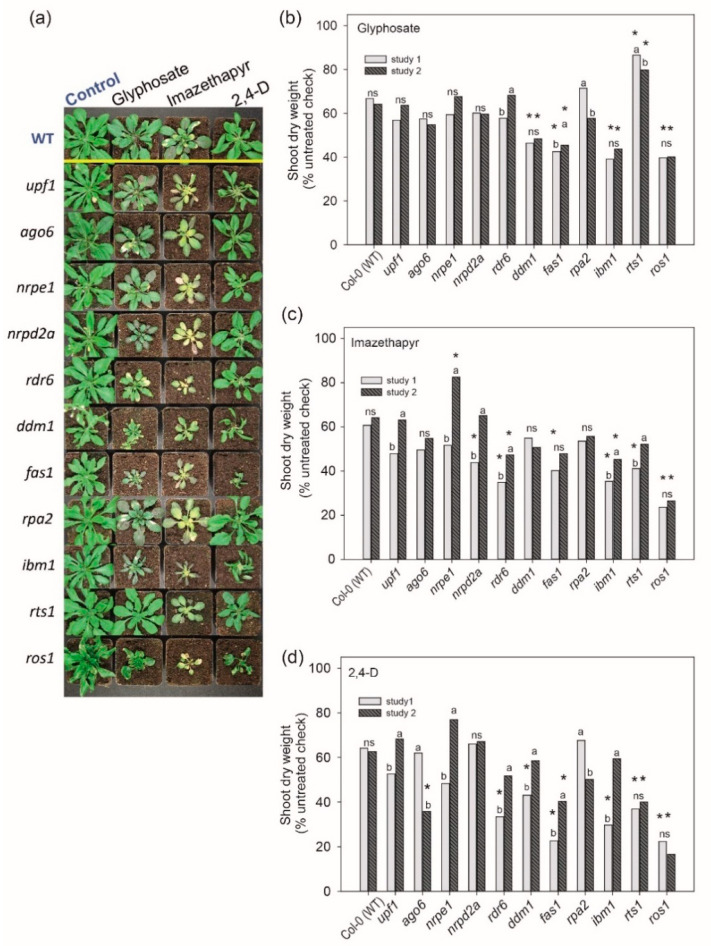
(**a**) Effect of sublethal doses of glyphosate, imazethapyr and 2,4-D on *Arabidopsis thaliana* wild type (WT) and selected chromatin mutants 10 days after treatment (DAT). (**b**–**d**) Shoot dry weight from treated plants compared to non-treated plants (% untreated check) after (**b**) glyphosate, (**c**) imazethapyr and (**d**) 2,4-D treatment. The mean of each study (1 and 2) was composed by three biological replicates, studies 1 and 2 followed by different letter differ significantly by Tukey’s test (*p* ≤ 0.05); ns = nonsignificant. Treated mutants followed by asterisk differ significantly from treated WT, according to Tukey’s test (*p* ≤ 0.05); * compared to WT.

**Figure 3:**
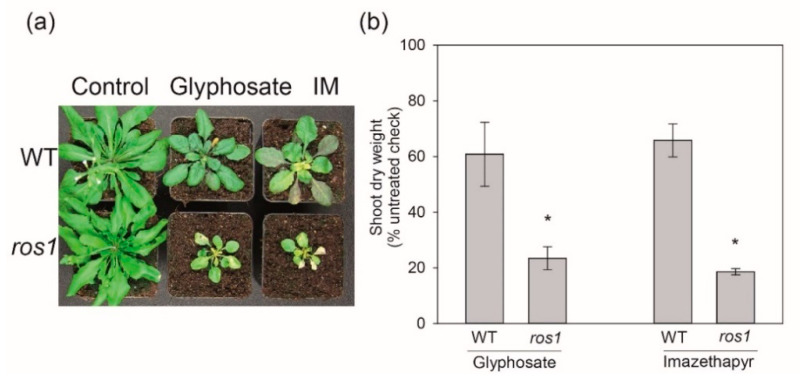
(**a**) Visual effect (**b**) shoot dry weight of *A. thaliana* Col-0 wild type (WT) and *ros1* mutant corresponding to study 3, 10 days after treatment (DAT) of glyphosate and imazethapyr (IM). Error bars indicate the standard deviation of four biological replicates, statistically significant differences relative to WT is indicated by asterisk (*t*-test, *p* ≤ 0.05); * compared to WT.

**Figure 4:**
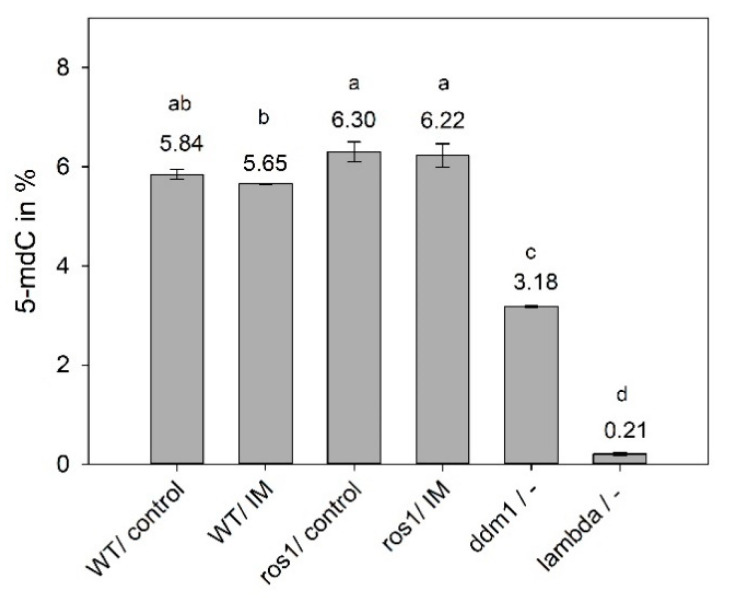
HPLC measurement of global 5-mdC (%) in wild type (WT) and *ros1*, in the control condition and after treatment with imazethapyr (IM), 48 h after treatment. *ddm1* and lambda phage DNA were used as low and high DNA methylation controls, respectively. Error bars denote standard deviations from three biological replicates. Means followed by a different letter differ significantly according to Tukey’s test (*p* ≤ 0.05).

**Figure 5:**
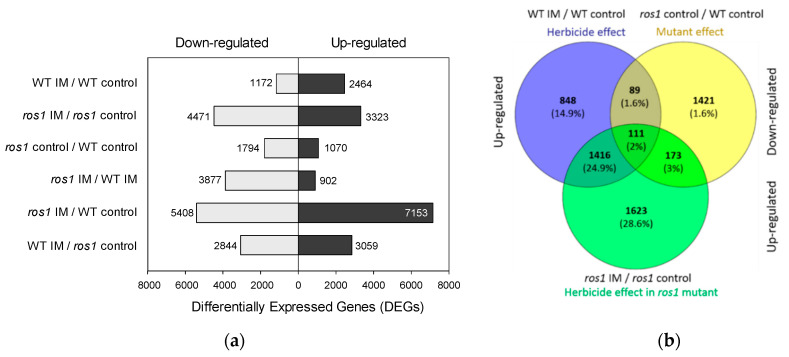
(**a**) Differentially expressed genes (DEGs) in response to imazethapyr (IM) and in the control condition in wild type (WT) and ros1 mutant. The number of up and downregulated genes is represented in black and gray bars, respectively. The differences in gene expression were obtained based on the Log2 Fold Change ≥2 and adjusted *p*-value < 0.05 in Cuffdiff. (**b**) Venn diagrams showing the overlap of genes comparing genes inducted by IM in WT (herbicide effect—blue circle), with repressed genes in ros1 (mutant effect—yellow circle) and effect of IM in ros1 (herbicide effect on mutant—green circle).

**Figure 6:**
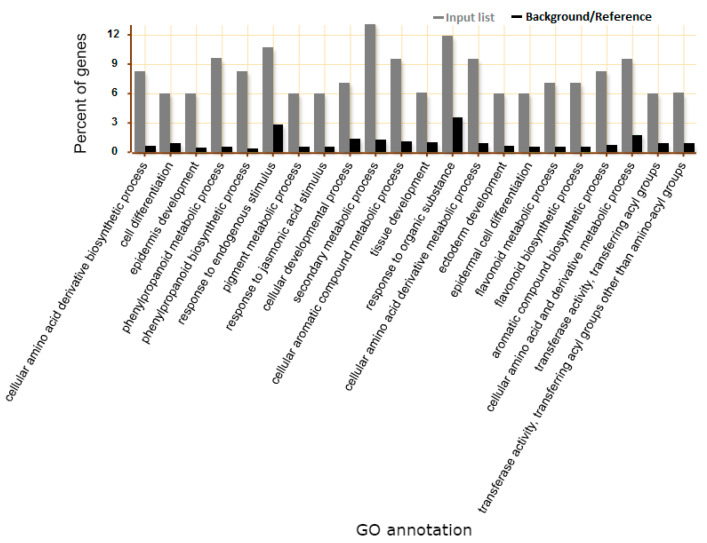
Detailed information of biological process representing the percent of genes involved in biological process pathways of 89 genes of interest induced by imazethapyr (IM) in wild type (WT) and downregulated in *ros1* mutant, performed by using singular enrichment analysis (SEA) in AgriGo. Gray and black bars indicate the percent of genes related to the input list and the percent of genes compared to genome reference, respectively.

**Figure 7:**
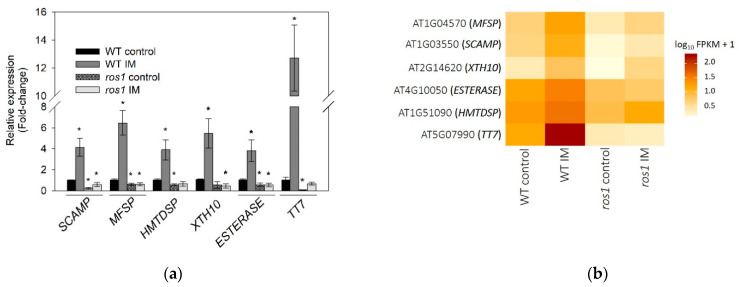
Transcriptionally regulated genes in response to herbicide application in wild type (WT) *A. thaliana* are not upregulated in the *ros1* mutant. (**a**) Quantitative PCR validation (fold-change) of genes from the differentially expressed genes (DEGs) profiling. Error bars indicate the standard deviation of three biological replicates and asterisks indicate significant differences between the treatments and *A. thaliana* wild type (WT) control according to *t*-test (*p* < 0.05); * compared to WT control. (**b**) Differentially expressed genes (DEGs) were performed by using CummeRbund, comparing genes in response to imazethapyr (IM) in *A. thaliana* wild type (WT) and *ros1*, the gene-normalized signal intensities are shown in the heat map.

**Figure 8:**
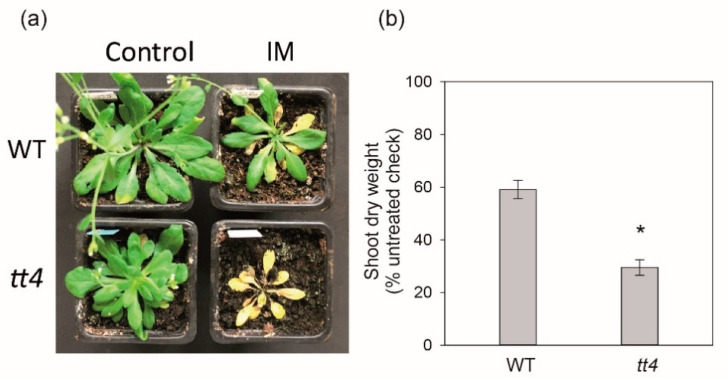
TT4 function for the rate-limiting step into flavonol production is necessary for *A. thaliana* tolerance to low herbicide dose. (**a**) Visual effect, (**b**) shoot dry weight of *A. thaliana* wild type (WT) and *tt4* mutant 14 days after application of imazethapyr (IM). Error bars indicate the standard deviation of four biological replicates, statistically significant differences relative to WT is indicated by asterisk (*t*-test, *p* ≤ 0.05); * compared to WT.

**Table 1:** In silico analysis of ≈1 kb region upstream of the transcription start site of putative herbicide resistance genes (based on the DNA methylation browser by Jacobsen lab, UCLA; http://genomes.mcdb.ucla.edu/AthBSseq/, accessed on 8 January 2021).

Upstream Region/Presence of:					
Putative Herbicide Resistance Genes			TE ^†^	5mdC ^‡^	*rdd* Change ^§^
Cytochromes P450					
1	AT4G19230	*CYTOCHROME P450, FAMILY 707, SUBFAMILY A, POLYPEPTIDE 1 (CYP707A1);*	yes	no	no
2	AT1G19630	*CYTOCHROME P450, FAMILY 722, SUBFAMILY A, POLYPEPTIDE 1 (CYP722A1);*	no	no	no
3	AT5G07990	*TRANSPARENT TESTA 7 (TT7); OR CYTOCHROME P450 75B1*	no	yes	yes
GST					
4	AT2G29490	*GLUTATHIONE S-TRANSFERASE TAU 1 (GSTU1);*	no	no	no
5	AT5G17220	*GLUTATHIONE S-TRANSFERASE PHI 12 (GSTF12);*	no	no	no
6	AT1G17170	*GLUTATHIONE S-TRANSFERASE TAU 24 (GSTU24);*	no	yes	no
Transporters					
7	AT2G04070	*MATE EFFLUX FAMILY PROTEIN;*	no	no	no
8	AT1G51090	*HEAVY METAL TRANSPORT/DETOXIFICATION SUPERFAMILY PROTEIN;*	no	yes	yes
9	AT1G43890	*RAB GTPASE HOMOLOG B18 (RAB18);*	no	yes	yes
10	AT4G21910	*MATE EFFLUX FAMILY PROTEIN;*	yes	no	no
11	AT4G35060	*HEAVY METAL TRANSPORT/DETOXIFICATION SUPERFAMILY PROTEIN;*	no	no	no
12	AT1G70300	*K+ UPTAKE PERMEASE 6 (KUP6);*	yes	no	no
13	AT5G47560	*TONOPLAST DICARBOXYLATE TRANSPORTER (TDT);*	no	no	no
14	AT1G09180	*SECRETION-ASSOCIATED RAS SUPER FAMILY 1 (SARA1A);*	no	no	no
15	AT1G03550	*SECRETORY CARRIER MEMBRANE PROTEIN (SCAMP) FAMILY PROTEIN;*	yes	yes	yes
16	AT1G31820	*AMINO ACID PERMEASE FAMILY PROTEIN;*	no	no	no
17	AT1G04570	*MAJOR FACILITATOR SUPERFAMILY PROTEIN;*	yes	yes	yes
18	AT2G41190	*TRANSMEMBRANE AMINO ACID TRANSPORTER FAMILY PROTEIN;*	no	no	no
19	AT3G46450	*SEC14 CYTOSOLIC FACTOR FAMILY PROTEIN/ PHOSPHOGLYCERIDE TRANSFER FAMILY PROTEIN;*	no	no	no
Oxidases					
20	AT4G20860	*FAD-BINDING BERBERINE FAMILY PROTEIN;*	no	no	no
Glycosyl-transferase					
21	AT2G43820	*UDP-GLUCOSYLTRANSFERASE 74F2 (UGT74F2);*	no	no	no
22	AT5G54060	*UDP-GLUCOSE: FLAVONOID* *3-O-GLUCOSYLTRANSFERASE (UF3GT);*	no	no	no
23	AT1G24070	*CELLULOSE SYNTHASE-LIKE A10 (CSLA10);*	no	no	no
24	AT1G56600	*GALACTINOL SYNTHASE 2 (GOLS2);*	no	no	no
25	AT1G05675	*UDP-GLYCOSYLTRANSFERASE SUPERFAMILY PROTEIN;*	no	no	no
Esterases/hydrolase					
26	AT4G10050	*ESTERASE/LIPASE/THIOESTERASE FAMILY PROTEIN;*	no	yes	yes
27	AT1G54020	*GDSL-LIKE LIPASE/ACYLHYDROLASE SUPERFAMILY PROTEIN;*	no	no	no
28	AT1G47510	*INOSITOL POLYPHOSPHATE 5-PHOSPHATASE 11 (5PTASE11);*	yes	no	no
29	AT3G43580	*BETA-GALACTOSIDASE RELATED PROTEIN;*	no	yes	yes
30	AT2G14620	*XYLOGLUCAN ENDOTRANSGLUCOSYLASE/* *HYDROLASE 10 (XTH10);*	yes	no	yes
31	AT5G50400	*PURPLE ACID PHOSPHATASE 27 (PAP27);*	yes	yes	yes

^†^ Presence of transposable element (TE); ^‡^ Presence of 5 methyl-2-deoxy-cytosine (5mdC) as known as DNA methylation in CH. CHG and CHH sequence contexts (where H is A, T or C); ^§^ DNA methylation change in *ros1 dml2 dml3* (*rdd*) triple DNA demethylase mutant.

## Data Availability

RNA sequencing reads are deposited in Gene Expression Omnibus as the study number GSE147225.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/7/3314/s1, Figure S1: The visual effect of *A. thaliana* Col-0 wild type (WT) 20 days after treatment (DAT) of glyphosate (a,b), imazethapyr (c,d), and 2,4-D (e,f). Yellow bars correspond to 7 cm. (b,d,f) Plant injury (%) of *A. thaliana* treated with glyphosate, imazethapyr and 2,4-D, respectively, at 20 DAT. The graphs were plotted with the average and the vertical bars indicate the confidence interval. Regression analysis was performed, fitted to a nonlinear logistic model with three parameters [y = a/1 + (x/x0)b], proposed by Streibig [60]; Figure S2: Shoot dry weight (g plant^−1^) of *A. thaliana* Col-0 wild type (WT) 20 days after treatment (DAT) of glyphosate (a), imazethapyr (b) and 2,4-D (c). The graphs were plotted with the average and the vertical bars indicate the confidence interval. Regression analysis was performed, fitted to a nonlinear logistic model with three parameters [y = a/1 + (x/x0)^b^], proposed by Streibig [60]; Figure S3: Leaf length (% untreated check) of *A. thaliana* Col-0 wild type (WT) and mutants, at 10 days after treatment (DAT) of glyphosate (a), imazethapyr (b) and 2,4-D (c). Means of studies one and two followed by different letters differ significantly according to Tukey’s test (*p* ≤ 0.05); ns = nonsignificant. Mutant followed by asterisk differ significantly from WT according to Tukey’s test (*p* ≤ 0.05); Figure S4. Bioinformatic analysis of RNA-seq data by using CummeRbund plots. (a) Expression level distribution for all genes in wild type (WT) and *ros1* mutant, in control (mock) condition and imazethapyr treatment (IM); FPKM, fragments per kilobase of transcript per million fragments mapped reads. (b) Volcano plots showing significant (adjusted *p*-value < 0.05) differentially expressed genes, in red color; Figure S6. Detailed information of biological process representing the percent of genes involved in biological process pathways of upregulated in wild type (WT) 48 h after imazethapyr (IM) treatment, performed by using singular enrichment analysis (SEA) in AgriGo. Gray and black bars indicate the percent of genes related to the input list and the percent of genes compared to genome reference, respectively; Figure S7. Pie chart representing Gene Ontology (GO) of downregulated genes in *A. thaliana* Col-0 wild type (WT) 48 h after imazethapyr (IM) treatment. A total of 1164 differential expression of genes (DEGs) were annotated in at least one of the three GO categories: cellular component, biological process, and molecular function; Figure S8. Detailed information of biological process representing the percent of genes involved in biological process pathways downregulated in wild type (WT) 48 h after imazethapyr (IM) treatment, performed by using singular enrichment analysis (SEA) in AgriGo. Gray and black bars indicate the percent of genes related to the input list and the percent of genes compared to genome reference, respectively; Figure S9. Pie chart representing Gene Ontology (GO) of 89 genes of interest induced by imazethapyr (IM) in *A. thaliana* wild type (WT) and downregulated in *ros1* mutant. A total of 75 differential expression of genes (DEGs) were annotated in at least one of the three GO categories: cellular component biological process and molecular function; Figure S10. Part I of the overview of pathways overrepresented, according to singular enrichment analysis (SEA). The color scale indicates the significance levels of enrichment analysis. The arrows represent the relationship between parent–child terms; Figure S9. Part II of the overview of pathways overrepresented, according to singular enrichment analysis (SEA). The color scale indicates the significance levels of enrichment analysis. The arrows represent the relationship between parent–child terms; Table S1. Parameters of the logistic equation of plant injury and shoot dry weight of *A. thaliana* Col-0 wild type (WT) treated with glyphosate, imazethapyr and 2,4-D; Table S2. Summary of reads obtained by Tophat analysis based on the RNA-seq data. R = biological replicate; IM = imazethapyr; Table S3. Genes involved with chromatin mechanisms (TAIR10) significantly up and downregulated 48 h after imazethapyr (IM) treatment in *A. thaliana* wild type (WT), according to RNA-seq data; Table S4. List of 89 genes of interest induced by imazethapyr (IM) in *A. thaliana* wild type (WT) and downregulated in *ros1* mutant; Table S5. Primers used in the analysis of transcription levels of GUS and for quantitative RT-PCR validation of genes by RNA-Seq.

How the deposited data were processed for this re-analysis (not part of the article)

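RNA from entire rosettes was sequenced in 8 libraries, 2 for each of WT control, WT IM, *ros1* control and *ros1* IM, with 2 rosettes in each library. The submitters' processing notes and the paper state that reads were checked with FastQC 0.10.1, trimmed with the FASTX-Toolkit, aligned with Bowtie2 and TopHat2 to TAIR10, and quantified with Cufflinks. The FPKM values are those the authors deposited, which Cuffdiff estimated for each group over its 2 libraries. The p-values and q-values were made by the authors with Cuffdiff and are used as deposited, with a smallest p-value of 5e-05, a smallest q-value of 0.00013315 and a largest p-value of 0.03045 among called genes. Of the genes called in WT IM against WT control, 60.4% stand at that smallest p-value, so their order by p-value says little. The version of Cuffdiff and the release of the gene annotation are not stated. Mapped reads per library are given in Table S2 of the paper and were not analysed here, so the precision of each value rests on the p-values.

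The values came from 31 tables in 6 workbooks and 1 table of all genes. The table of all genes is complete for *ros1* control against WT control (34133 genes, 19496 tested) and breaks off after 31402 genes for WT IM against WT control (17979 tested). The remaining comparisons are given for called genes alone. Each gene's FPKM in a group was the same in every table that held it, with 0 unequal values among 118470 pairs of gene and group. Of the 34133 gene identifiers, 33389 match a locus tag of TAIR10.1, which was used for product names and positions, and 1973 carry a suffix. The authors' hand-made candidate sheets were not used, since their headings do not line up with their cells.

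A gene was called where the authors' q-value was under 0.05, in the direction of the log2 ratio of the FPKM values, and genes at 0 in 1 group were kept. Fold changes carry no pseudocount, and list medians use a pseudocount of 1. There were 28 gene lists, fixed before the data were examined together with the groups, the comparisons, the tests and the alternatives, and 8 families were taken from product names. They cover flavonoid enzymes and regulators, phenylpropanoid enzymes, glutathione S-transferases, branched-chain amino acid synthesis and breakdown, photosystems, the Calvin cycle, the cell cycle, DNA methylation, heat shock, oxidative stress, salicylic acid, jasmonic acid, abscisic acid, gibberellin, senescence, flower, root and shoot meristem markers, the stomatal lineage, reference genes, and the genes that the paper names. The families are cytochromes P450, glutathione S-transferases, UDP-glycosyltransferases, ABC transporters, MATE carriers, cytosolic ribosomal proteins, core histones and kinesins. A list of transposable element genes could not be made from the annotation. For each list, two-sided Fisher's exact tests compared the called share with all tested genes, adjusted by Benjamini and Hochberg over 72 tests per comparison, for the comparisons of WT IM and of *ros1* control with WT control. Genes of a list are not independent replicates, so these p-values describe the list and not a new sample of plants. List medians were placed among 10000 random lists matched in 20 bins of expression. Fisher's tests of the overlaps with *ros1* control assume independent comparisons, which the shared WT control breaks, so their p-values are not reported. For genes up in WT IM and down in *ros1* control, 1000 simulated draws with no effect on any gene and a shared WT control gave a mean overlap of 0.008 and a highest of 1. These draws cover only genes unchanged in both comparisons. They do not bound false overlaps of genes that change in 1 comparison, and are no expectation for genes that do change.

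The genes named are those the paper names, up to 4 called members of each list and comparison with the largest change, and the 10 largest rises and falls of each comparison among called genes with an FPKM of at least 1 in both groups. Table 1 of the paper and its *ROS1* values had been seen when this rule was written. *LHCB7*, *RHM1*, *FLC*, *ECS1*, *ESP*, *ESM1* and the disease resistance genes fall outside it and were chosen after their values were seen. The difference between the responses of both genotypes was tested after the data were seen, from the standard errors that the deposited test statistics imply, for genes called in both responses. It was tested on simulated data, where 85.5% of 200 genes with an added log2 change of 2 were recovered and 6.04% of the calls were false. The simulated noise was drawn from those same standard errors. The simulation thus checks the calculation and cannot show that the standard errors are right. Alternatives were a log2 fold change of at least 1 or 2, a q-value under 0.01, an unadjusted p-value, an adjustment within the comparison, an FPKM of at least 1, genes at 0 left out, centring on the median, a pseudocount of 0.1, an adjustment of the list tests without the lists that the study drew from these libraries, and the authors' own sheets. No values per library were analysed here, so no replicate was left out and no other split of the samples was run. The calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.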

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

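The test of the difference between responses, the set of genes at least 8-fold apart and every test of an explanation in this part were chosen only after the results were seen, whereas the levels of *ROS1* were planned.

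A difference between the genotypes drew attention to genes with opposite responses to imazethapyr in the wild type and *ros1*. Of 662 such genes called in both responses with a fold change in each, 649 had an adjusted p under 0.05 for the difference. Genes called in opposite directions pass that test nearly by construction, so it adds little to the calls themselves. Of the 649, 310 rose in the wild type and fell in *ros1*, and 339 did the reverse. By the same test 15 of 16 flavonoid and anthocyanin enzymes had a lower response in *ros1*, *TT4* by a log2 of −3.51, as had all 43 photosystem and 17 Calvin cycle genes called in both. A signal mostly in genes that the paper does not discuss was seen in 146 genes at least 8-fold apart between the genotypes in both treatments, with an FPKM of at least 5 in the higher genotype, of which *TT7* and *UF3GT* are in the paper's Table 1. In *ros1* control the flowering repressor *FLC* (AT5G10140) had an FPKM of 134.5 against 3.51 in WT control, and *ECS1* (AT1G31580) 4.71 against 4479.9. The defence gene *PR1*, which is not among the 146, had 2364 against 8.41 in the same groups.

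The 146 genes lie apart in one direction in both treatments, 100 lower and 46 higher in *ros1*. An exchange of wild-type and *ros1* libraries within 1 treatment would place such genes in opposite directions, which 1 gene did, and a single introduced chromosome segment would hold most of them, whereas 11.0% lie in the densest window of 5 Mb of TAIR10.1 and the genes spread over all 5 chromosomes. Disease resistance protein genes, a class that varies between strains, make up 5.0% of the lower genes and 0.412% of the background (two-sided Fisher's exact test, p = 5.36e-05), so a strain background of the *ros1* libraries that differs from the reference is a candidate explanation, found and tested on the same data. The paper names Col-0 as the accession and reports a lower share of aligned reads for *ros1*. Loss of *ROS1* itself, or another mutation of the line, was not tested and stays open.

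*ROS1* transcript stood at 75.8% of the wild-type level in untreated *ros1* plants, and at 24.5% in treated ones. Wild-type plants or RNA mixed into the untreated *ros1* libraries would need a share of 68.0% and would keep each gene within 8-fold of its level in WT control, but 238 of 14047 genes with an FPKM of at least 5 there lie further below, and *ECS1* stands at 0.105%. Transcript from the insertion allele itself was not tested and stays open, as the insertion lies in the 5′-UTR and FPKM does not measure protein. The paper reports higher DNA methylation in *ros1* by HPLC, a separate measure of the same line.

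Of 24 flavonoid enzymes, 10 rose with imazethapyr in the wild type and fell in *ros1*, and the median difference was −3.28 in log2 over the 16 called in both. Scaling between the groups would move all genes alike, but the median log2 change of genes with an FPKM of at least 1 differs between the genotypes by 0.153 (17083 genes in the wild type and 14299 in *ros1*, where genes without a call in any comparison with *ros1* IM have no value) and by 0.0872 over the 13730 genes common to all groups. A constant loss of *ros1* reads in mapping would cancel within the genotype, yet 15 enzymes had a lower response by the test of the difference. Loss of *ROS1*, the strain background above, a general decline of the treated *ros1* plants, a growth or harvest batch, and a single deviating library within the pooled values were not tested and stay open.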

How the results depend on the processing

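The counts from the authors' sheets named for a fold change of 2 and the adjustment without the lists that the study drew from these libraries were chosen only after the results were seen, and the other alternatives were planned. No value of *ROS1* and no median of a list that passed its test changed sign with another pseudocount. Which direction held more genes did change: from more rises to more falls for *ros1* IM against *ros1* control (log2 of at least 1 or 2, centred, and the sheets) and against WT control (log2 of at least 1 or 2, centred, and a q-value under 0.01), and the other way for WT IM against WT control (the sheets) and against *ros1* control (log2 of at least 2). The sheets of WT IM against WT control hold rises from an absolute log2 of 1.00 but falls only from 2.00, so their 2 counts are not on 1 scale.

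With an absolute log2 fold change of at least 2, up and down counts were 933 and 1191 for WT IM against WT control, 1440 and 2467 for *ros1* IM against *ros1* control, 466 and 676 for *ros1* control against WT control, 902 and 1874 for *ros1* IM against WT IM, 1818 and 3294 for *ros1* IM against WT control, and 1256 and 1045 for WT IM against *ros1* control. With at least 1, in the same order, they were 2527 and 3380, 3323 up, 1070 and 1794, 2129 and 3877, 4057 up, and 2844 and 3059. Centred on the median with at least 1, they were 2511 and 3390, 2815 up, 1055 and 1828, 1974 and 4096, 3565 up, and 2921 and 2987. The authors' sheets named for a fold change of 2 held 2464 and 1172, 3323 up, 1070 and 1794, 902 and 3877, and 2844 and 3059 for the comparisons other than *ros1* IM against WT control. The falls with at least 1, centred and in those sheets for *ros1* IM against *ros1* control and against WT control, and the rises in the sheet of the latter, stayed within 1.5 times the counts at a q-value under 0.05. These counts are lower by construction, since fewer genes pass a threshold on the fold change.

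Genes up in WT IM and down in *ros1* control numbered 31 at a log2 of at least 2, 200 at 1, 549 at a q-value under 0.01, and 200 in those sheets. Genes up in both WT IM and *ros1* IM numbered 548, 1551 and, in those sheets, 1527. Genes up in WT IM, down in *ros1* control and not up in *ros1* IM numbered 20, 89 and, in those sheets, 89.

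All 12 counts of called genes stayed within 1.5 times at a q-value under 0.01, with an FPKM of at least 1, and with genes at 0 left out. The adjustment within the comparison gave 5415 up and 5729 down in the part of the table for WT IM, against 5403 and 5722. Against a background of genes with an FPKM of at least 1, 141 list tests stayed on their side of the threshold, 2 became weaker (branched-chain amino acid biosynthesis down and abscisic acid up, both 0.0512) and 1 stronger (a smaller share of cytosolic ribosomal proteins down, 0.0238), and the cause was not tested. Adjusted without the lists that the study drew from these libraries, 125 stayed and 3 became weaker (gibberellin and branched-chain amino acid biosynthesis down in WT IM, both 0.0504, and ABC transporters up in *ros1* control, 0.0538), as fewer tests with small p-values enter the adjustment. Of the list counts, 124 moved and 164 stayed within 1.5 times at a log2 of at least 1, and 34 and 254 at a q-value under 0.01. DNA methylation genes down in WT IM went from 21 to 9 at a log2 of at least 1. A pseudocount of 0.1 left 64 list medians and moved 8, and a pseudocount of 1 left the 4 values of *ROS1*.

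No paired analysis was possible because the values are pooled over the 2 libraries of each group, and for the same reason no replicate was left out. An unadjusted p-value and an adjustment within the comparison were not run for the comparisons that list called genes alone.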

Differences from the paper's values

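The counts from the authors' sheets named for a fold change of 2 were chosen only after the values were seen, and since the paper's own 89 genes were not used here, how many of them those sheets drop was not counted. The paper's text gives an adjusted p under 0.05, and the legend of its figure adds a log2 fold change of 2, while the counts here use the authors' q-value under 0.05 alone. The paper's values from Fig. 5a were read by eye. A value is said to fall within the paper's, or within reach, where the larger is at most 1.5 times the smaller, which does not mean that they are equal.

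For WT IM against WT control the paper gives 2464 upregulated genes and the count here is 5936, and the paper gives 1172 downregulated genes against 6261. Of the alternatives set before the data were examined, a log2 fold change of at least 1 and the centred one fall within the paper's first value, and a log2 fold change of at least 2 within its second, while all others differ. For *ros1* IM against *ros1* control the paper gives 3323 upregulated genes against 6837, within reach at a log2 fold change of at least 1 and centred, and not at 2, at a q-value under 0.01, with an FPKM of at least 1 or with genes at 0 left out. In each of these cases the sheets named for a fold change of 2, chosen after seeing the values, hold the paper's number.

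For *ros1* control against WT control, Fig. 5a shows about 1100 higher genes against 3498, and about 1800 lower genes against 4343. For WT IM against *ros1* control, it shows about 3100 in one direction against 5846 and about 2800 in the other against 6178. All 4 fall within the paper's values at a log2 fold change of at least 1, centred and in those sheets, chosen after seeing the values, and differ under the other alternatives. In those sheets WT IM has 2844 genes higher and 3059 lower than *ros1* control, so the figure places the larger number in the opposite direction. For *ros1* IM against WT IM, Fig. 5a shows about 900 higher genes against 5931, within reach at a log2 fold change of at least 2 and in those sheets, chosen after seeing the values, and at no other alternative. It shows about 3900 lower genes against 6258, within reach at a log2 fold change of at least 1, centred, at a q-value under 0.01 and in those sheets, chosen after seeing the values, but not at 2, with an FPKM of at least 1 or with genes at 0 left out. The 6 comparisons thus do not share 1 threshold in those sheets, nor do the directions of some comparisons. The smallest absolute log2 fold change in them was 1.00 for rises and 2.00 for falls in WT IM against WT control. For *ros1* IM against WT IM it was 2.00 for higher and 1.00 for lower genes.

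The paper gives 200 genes up in WT IM and down in *ros1* control against 845 here, 1527 up in both responses against 4273, and 89 genes of interest against 308. All 3 fall within the paper's values at a log2 fold change of at least 1 and in those sheets, chosen after seeing the values, and differ at 2, at a q-value under 0.01, with an FPKM of at least 1, with genes at 0 left out and in the authors' UP and DOWN sheets. The paper gives 26.9% as the share of the genes up in *ros1* IM that are up in WT IM, and the share here is 62.5%. It comes within 1.5 times the paper's value at a log2 fold change of at least 2 alone, where it is 38.1% and still higher, and is 46.0% in those sheets, while 26.9% is the share of their union of 5681 genes.

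The paper draws all 31 genes of Table 1 from those that Fig. 5b places outside the genes upregulated in *ros1* IM, and here 9 of them are up in WT IM, down in *ros1* control and not up in *ros1* IM. No alternative reaches 31, with 12 at a log2 fold change of at least 1, 12 in those sheets, chosen after seeing the values, and 3 at 2. In those sheets all 31 are up in WT IM and down in *ros1* control, and 19 of them are also up in *ros1* IM. The paper's text counts fewer cytochromes P450 in Table 1 than the 3 that the table holds (*CYP707A1*, *CYP722A1* and *TT7*). The paper's methods describe the RT-qPCR reference genes *GAPC-2* and *UBC28* as stable under herbicide, and here *GAPC-2* fell with imazethapyr from an FPKM of 1216 to 857 in the wild type and from 1079 to 759 in *ros1*, while *UBC28* rose from 126 to 179 and from 77.3 to 94.0. The paper normalized to both genes, and their changes lie in opposite directions. An effect on its RT-qPCR values was not tested.

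The paper gives a 4-fold reduction of *ROS1* in the mutant, and between the untreated groups it is 1.32-fold here, which the pseudocount alternative does not bring within reach. Between the treated groups the reduction is 4.09-fold, and the paper's 2 FPKM values equal those of WT IM and *ros1* IM.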

Other observations

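No explanation was tested in this part, and the test of the difference between responses was chosen only after the results were seen.

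Among 291 cytosolic ribosomal protein genes, 110 were higher, 31 lower and 150 not called in *ros1* control against WT control (two-sided Fisher's exact test, adjusted p = 1.39e-17 for a larger share higher than among all tested genes and 9.43e-05 for a smaller share lower), and in WT IM 89 rose and 67 fell. Of 142 UDP-glycosyltransferases, 45 were lower and 21 higher in *ros1* control (Fisher's adjusted p = 8.54e-05 for lower). Of 248 cytochromes P450, 36 were higher and 41 lower (Fisher's adjusted p = 0.0257 for higher), of 58 glutathione S-transferases 16 and 8 (0.0257 for higher), of 48 ABC transporters 14 and 10 (0.0454 for higher, and 0.0538 without the lists drawn from these libraries), and of 55 MATE carriers 9 and 11. With imazethapyr in *ros1*, 26 of the 48 ABC transporters rose and 8 fell, and 22 of the 55 MATE carriers rose and 11 fell.

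The nitrile-forming *ESP* (AT1G54040) had an FPKM of 42.2 in WT control and 2631 in *ros1* control, and its modifier *ESM1* (AT3G14210) 1644 and 70.0. Both belong to the 146 genes at least 8-fold apart in both treatments, for which a strain background is a candidate explanation. Of 16 genes of branched-chain amino acid catabolism, 8 rose and 4 fell in WT IM, with *BCAT2* (AT1G10070) 15.4-fold higher, and 7 rose and 5 fell in *ros1* IM. Of 14 heat shock genes, 5 rose and none fell in WT IM, and 4 rose and none fell in *ros1* IM. Of 14 genes of oxidative stress, 6 rose and 3 fell in WT IM, with the kinase *OXI1* (AT3G25250) 28.7-fold and the alternative oxidase *AOX1A* (AT3G22370) 9.22-fold higher, and 8 rose and 4 fell in *ros1* IM. Of 22 genes of jasmonic acid, 5 rose and 9 fell in WT IM, and 5 of the 8 called in both genotypes had a higher response in *ros1* and 1 a lower one. Of 18 genes of gibberellin, 4 rose and 8 fell in *ros1* IM.

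Of 11 flower markers, 2 rose in WT IM (*SOC1* and *FUL*), and both fell in *ros1* IM. Of 7 root markers, 2 fell in WT IM (*PYK10* and *NRT2.1*), and of 8 shoot meristem markers 1 rose (*KNAT1*) and 2 fell (*CUC3* and *ANT*), with 5 falling in *ros1* IM. Among 5 reference genes, *UBQ10* had an FPKM of 712 in WT control, 1675 in WT IM, 163 in *ros1* control and 588 in *ros1* IM. In WT IM 2 of the 5 rose and 3 fell. Of the 11 genes whose mutants were screened, 5 were higher and 1 lower in *ros1* control than in WT control. Over 13730 genes the differences between the genotypes without and with imazethapyr had a Pearson's r of 0.493 across genes, which are not independent replicates. Genes without a call in any comparison with *ros1* IM are left out of it.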
